# A membrane‐associated NAC transcription factor OsNTL3 is involved in thermotolerance in rice

**DOI:** 10.1111/pbi.13297

**Published:** 2019-12-06

**Authors:** Xue‐Huan Liu, Yu‐Shu Lyu, Weiping Yang, Zheng‐Ting Yang, Sun‐Jie Lu, Jian‐Xiang Liu

**Keywords:** membrane‐associated transcription factor, *Oryza sativa*, OsNTL3, OsbZIP74, thermotolerance

## Abstract

Heat stress induces misfolded protein accumulation in endoplasmic reticulum (ER), which initiates the unfolded protein response (UPR) in plants. Previous work has demonstrated the important role of a rice ER membrane‐associated transcription factor OsbZIP74 (also known as OsbZIP50) in UPR. However, how OsbZIP74 and other membrane‐associated transcription factors are involved in heat stress tolerance in rice is not reported. In the current study, we discovered that OsNTL3 is required for heat stress tolerance in rice. Os*NTL3* is constitutively expressed and up‐regulated by heat and ER stresses. Os*NTL3* encodes a NAC transcription factor with a predicted C‐terminal transmembrane domain. GFP‐OsNTL3 relocates from plasma membrane to nucleus in response to heat stress and ER stress inducers. Loss‐of‐function mutation of Os*NTL3* confers heat sensitivity while inducible expression of the truncated form of OsNTL3 without the transmembrane domain increases heat tolerance in rice seedlings. RNA‐Seq analysis revealed that OsNTL3 regulates the expression of genes involved in ER protein folding and other processes. Interestingly, OsNTL3 directly binds to *OsbZIP74* promoter and regulates its expression in response to heat stress. In turn, up‐regulation of Os*NTL3* by heat stress is dependent on OsbZIP74. Thus, our work reveals the important role of OsNTL3 in thermotolerance, and a regulatory circuit mediated by OsbZIP74 and OsNTL3 in communications among ER, plasma membrane and nucleus under heat stress conditions.

## Introduction

Global climate change, including an increase in average temperatures and atmospheric CO_2_ concentrations, has great impacts on plant growth and yield production (Lesk *et al.*, 2016; Lobell *et al.*, 2011). It has been predicted that the extreme annual daily maximum temperature will increase by about 1 to 3 ºC by the mid twenty‐first century (IPCC, 2012). As a result, a yield loss of 6 to 7% per 1  ºC increase in seasonal mean weather associated with extreme heat disasters was estimated (Lesk *et al.*, 2016). Being sessile, plants have evolved to cope with the fluctuating environmental temperature conditions with complex and interconnected signalling pathways essential for growth and development (Bita and Gerats, 2013; Bokszczanin *et al.*, 2013). Understanding of the molecular mechanisms underlying plant responses to heat stress is important for engineering more tolerant crops to high temperature.

Under heat stress conditions, the major injuries in plants are the loss of membrane integrity/fluidity and protein stability (Bita and Gerats, 2013). When misfolded proteins are accumulated in cytosol, the classical heat shock response (HSR) is activated to either increase protein folding efficiency or eliminate misfolded protein accumulation. During HSR in plants, disruption of the interaction between heat shock proteins (HSPs) and heat shock transcription factors (HSFs) at high temperature leads to sequential activation of HSFs and up‐regulation of downstream genes encoding HSPs and other factors for enhancing protein folding capacity (Nover *et al.*, 2001; Ohama *et al.*, 2016).

Heat stress also causes the accumulation of misfolded proteins in endoplasmic reticulum (ER), triggering the unfolded protein response (UPR) (Liu and Howell, 2010). In the model plant *Arabidopsis*, UPR is mediated by several ER membrane‐associated basic leucine zipper (bZIP) transcription factors, for example AtbZIP28 and AtbZIP60 (Liu and Howell, 2016). When misfolded proteins are accumulated in ER, the transmembrane domain of AtbZIP28 is cleaved via intramembrane proteolysis by the Golgi‐resident protease site‐2 protease (S2P), and the activated AtbZIP28 relocates to the nucleus to up‐regulate downstream genes (Che *et al.*, 2010; Gao *et al.*, 2008; Liu *et al.*, 2007; Liu *et al.*, 2007; Sun *et al.*, 2015; Tajima *et al.*, 2008; Zhou *et al.*, 2015). In contrast, activation of the ER membrane‐associated AtbZIP60 depends on unconventional mRNA splicing of At*bZIP60* controlled by the ER‐localized Inositol‐requiring enzyme 1 (AtIRE1), and an open reading frame shift resulted from splicing leads to nuclear localization of AtbZIP60 (Deng *et al.*, 2011; Moreno *et al.*, 2012; Nagashima *et al.*, 2011). Knock‐outs of AtbZIP28 and AtbZIP60 confer high sensitivities to heat stress at reproductive stages in terms of silique length and seed setting in *Arabidopsis* (Zhang *et al.*, 2017).

The rice (*Oryza Sativa *L*.*) ortholog of AtbZIP60, OsbZIP74 (also known as OsbZIP50), is also activated in response to ER stress. Under normal growth conditions, Os*bZIP74* mRNA encodes an ER membrane‐associated bZIP transcription factor. Under ER stress conditions, the conserved double stem‐loop structure in Os*bZIP74* mRNA encoding hydrophobic amino acids is spliced out, which is dependent on the ER‐localized OsIRE1 protein. Thereafter, the spliced Os*bZIP74* mRNA has a reading frame shift and encodes a nucleus‐localized OsbZIP74 (Hayashi *et al.*, 2012; Lu *et al.*, 2012). The unconventional splicing of Os*bZIP74* mRNA is also induced by heat stress and salicylic acid treatment in rice (Lu *et al.*, 2012). Two other rice membrane‐associated bZIP transcription factors, OsbZIP17 (also known as OsbZIP39) and OsbZIP16 (also known as OsbZIP60), are the homologs of AtbZIP17 and AtbZIP28, both of which regulate downstream gene expression during ER stress response in rice (Hayashi *et al.*, 2013; Takahashi *et al.*, 2012). However, whether these ER stress regulators are important for abiotic stress tolerance such as heat stress tolerance are not demonstrated.

In the current study, we found that OsbZIP74 up‐regulates the expression of *OsNTL3* in response to heat and ER stresses. Os*NTL3* encodes a plasma membrane‐associated NAC transcription factor that relocates to the nucleus and regulates the expression of Os*bZIP74* and other genes involved in UPR under heat stress conditions. Genetic analysis demonstrated that mutation of Os*NTL3* confers high heat sensitivity while inducible expression of the truncated form of OsNTL3 increases heat stress tolerance in rice seedlings. Thus, OsNTL3 is important for thermotolerance through relaying heat stress signals/effects from plasma membrane to nucleus.

## Results

### Loss‐of‐function of Os*NTL3* confers heat sensitivity in rice

Genome‐wide analysis showed that there are at least 13 and 6 membrane‐associated NAC transcription factors in Arabidopsis and rice, respectively, most of which are up‐regulated by abiotic stresses (Kim *et al.*, 2007). However, the functions of most of these proteins in rice are less understood. We were interested in characterization of the biological function of Os*NTL3* (LOC_Os01g15640) in rice. To examine the effects of abiotic stresses on Os*NTL3* expression, wild‐type rice seedlings were subjected to various stress treatments, including ER stress inducers tunicamycin (TM) and dithiothreitol (DTT), salt stress (NaCl), osmotic stress (PEG), phytohormone (ABA) and temperature stresses (4 ºC and 45 ºC), and the expression of Os*NTL3* was analysed by quantitative RT–PCR (qPCR). Beside the constitutive expression of Os*NTL3* in the assayed samples, the expression of Os*NTL3* was significantly (FC > 2, *P* < 0.05) up‐regulated by TM, DTT, salt and heat stress treatments (Figure 1a). Time‐course experiment further confirmed the heat stress effects on the expression of Os*NTL3* in rice (Figure 1b).

**Figure 1:**
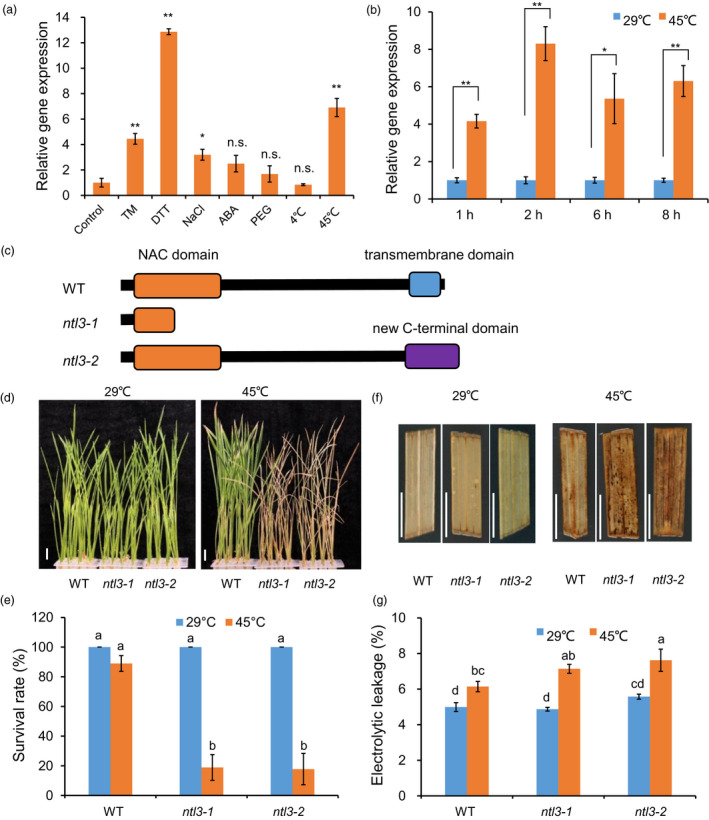
Loss‐of‐function of Os*NTL3* confers heat stress sensitivity in rice. (a–b) Up‐regulation of Os*NTL3* by ER stress and abiotic stresses. Eight‐day‐old wild‐type rice Nipponbare seedlings were treated with various stresses (TM, 5 μg/ml; DTT, 2 mm; NaCl, 250 mm; ABA, 0.1 mm; PEG 4000,15%) for 4 hr and roots were harvested for Os*NTL3* expression analysis (a). Time‐course experiments were performed under heat stress conditions (b). Relative gene expression is the expression level of Os*NTL3* in stressed plants relative to that in non‐stressed plants, both of which were normalized to that of the internal control *ACTIN*. Error bars represent SE (*n* = 3). Asterisks indicate significance levels when comparing to the control in t‐test. (*, *P* < 0.05; **, *P* < 0.01; n.s., not significant at *P* < 0.05). (c‐e) Heat stress phenotypes of the Os*NTL3* mutant plants. Eight‐day‐old wild‐type (WT) seedlings and two lines of targeted‐gene‐edited Os*NTL3* (*ntl3‐1* and *ntl3‐2*) mutant seedlings grown at 29 ºC were transferred to 45 ºC for 5 days and then photographed after recovering at 29 ºC for 7 days (d). Survival rate was count based on the appearance of newly developed green leaves (e). Totally, 141 rice plants under each temperature condition for each genotypes were examined for phenotype analysis. Protein domain structures of OsNTL3 in plants were depicted in c. (f–g) ROS accumulation and electrolytic leakage in WT and Os*NTL3* mutant plants under different temperature conditions. Four‐week‐old wild‐type (WT) seedlings and Os*NTL3* gene‐edited mutant seedlings grown at 29 ºC were transferred to 45 ºC for 16 hr, leaves were sampled for DAB staining (f) or transferred to 45 ºC for 5 hr, and leaves were sampled for electrolyte conductivity measurements (g). Error bars represent SE (*n* = 6 in e and *n* = 3 in g). Different letters indicate significant differences in comparisons between two samples as determined by LSD test following ANOVA analysis (*P* < 0.05). Bar = 1 cm.

To explore the possible role of Os*NTL3* in heat stress response in rice, we generated several gene‐edited loss‐of‐function lines of Os*NTL3* with the CRISPR‐Cas9 system. Two of them, *ntl3‐1* and *ntl3‐2*, were characterized in details in the current study. Os*NTL3* is predicted to encode a premature truncated protein in the *ntl3‐1* mutant and a truncated version plus a new C‐terminus in the *ntl3‐2* mutant (Figure 1c and Figure S1), Both *ntl3‐1* and *ntl3‐2* mutant seedlings grew as normally as WT plants under standard (29 ºC) growth temperature conditions (Figure 1d‐e). However, when these plants were subjected to heat stress treatment (45 ºC for 5 days), compared with WT plants, both *ntl3‐1* and *ntl3‐2* mutant plants were more sensitive to heat stress treatment as reflected by the survival rates after recovery at 29 ºC (Figure 1d‐e). We concluded that Os*NTL3* is important for heat stress tolerance in rice seedlings.

### OsNTL3 relocates from plasma membrane to nucleus in response to heat stress

To investigate the subcellular localization of OsNTL3, we fused GFP to the N‐terminus of full‐length OsNTL3 and expressed it in stably transformed rice plants via agrobacteria‐mediated transformation. Under normal temperature growth conditions, most of the GFP‐NTL3 signals were observed in the cell boundaries in root tips, as shown with the Propidium Iodide (PI) staining (Figure 2a). In contrast, after heat stress treatment, GFP‐NTL3 signals were frequently found in nuclei overlaid with 4',6‐diamidino‐2‐phenylindole (DAPI) staining (Figure 2a). Relocation of GFP‐NTL3 from plasma membrane to nucleus in response to ER stresses (TM and DTT treatment) was also observed in root cells in rice (Figure 2a). OsNTL3 contains a transmembrane domain at C‐terminus, which is predicted to be cleaved before its activation (Seo *et al.*, 2008). To check the possible processing of OSNTL3, we performed Western blotting analysis with the *GFP‐OsNTL3* overexpression rice plants. When non‐stressed rice plants were sampled, GFP‐NTL3 migrated as a major high molecular weight band (~ 95 kD); however, when rice plants were subjected to heat stress or ER stress treatments, beside the high molecular weight form, another low molecular weight band (~75 kD) was observed in the Western blotting analysis, and the abundance of precursor band was also increased (Figure 2b). These results suggested that OsNTL3 is partially processed and relocates from plasma membrane to the nucleus in response to heat and ER stresses.

**Figure 2:**
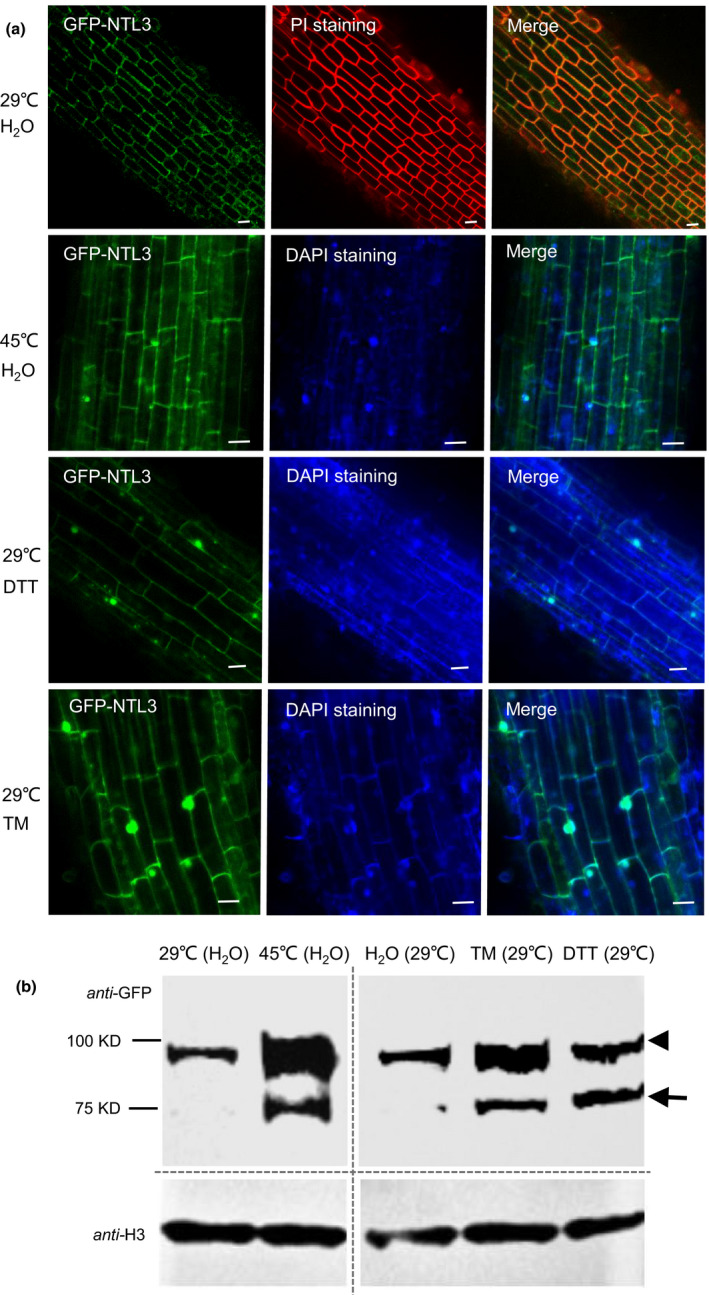
OsNTL3 is processed in response to heat and ER stresses in rice. (a) Nuclear relocation of GFP‐NTL3 in response to heat and ER stresses. PI and DAPI staining were used to show the cell boundary and nucleus, respectively. Bar = 50 μm. (b) Western blot analysis of the processing of GFP‐NTL3 in rice seedlings in response to heat and ER stresses. Transgenic rice plants overexpressing the full‐length GFP‐NTL3 were treated without (29 ºC) or with heat (45 ºC), DTT and TM for 2 hr, and root cells were checked under confocal microscopy (a) or Western blot analysis (b). Molecular weight markers are listed on the left and a‐H3 serves as the loading control. Arrow head and arrow point to the precursor and processed form, respectively.

### OsNTL3 regulates heat stress responsive genes in rice

OsNTL3 belongs to the plant‐specific NAC transcription factor family (Shao *et al.*, 2015). To examine whether OsNTL3 regulates gene expression under heat stress conditions, we firstly checked the transcriptional activation activity of OsNTL3 in yeast cells. Four truncated forms of OsNTL3 were fused to GAL4 DNA‐binding domain, respectively (Figure S2a). Compared with the empty vector control, all the fusion proteins except NTL3∆4 (AA 1‐137) had transcriptional activation activity in yeast cells (Figure S2b). These results suggested that OsNTL3 is a transcriptional activator, and its transcriptional activity depends on the region from D137 to N354. The mutated form of OsNTL3 obtained from the *ntl3‐2* mutant was also used in the study. It was found that this mutated form does not have transcriptional activation activity (Figure S2c). 

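Rice seedlings of the cultivar Nipponbare (WT) and of *ntl3-1*, a CRISPR-Cas9 line whose OsNTL3 is predicted to be truncated, were kept at 29 ºC or transferred to 45 ºC for 3 h at an age of 8 days. RNA from 3 replicates of each of the 4 groups was sequenced, which gave 12 libraries. The deposited labels name the edited gene but neither the allele nor the temperatures, which are taken from the paper, and the deposited description names another HiSeq model than the paper does. The authors filtered the reads, aligned them to the rice genome of the MSU annotation and deposited FPKM (fragments counted on a transcript, scaled by its length and by the mapped reads of the library) for 55986 genes in each library. Read counts were not analysed here, so the absolute depth of the libraries is unknown. The lowest values of a library show what 1 read is worth in FPKM, which depends on the number of reads and on any scaling of the library. Compared with the first WT library at 29 ºC, the most common ratio of the values below 0.3 FPKM was 0.883 to 1.09 in the other libraries at 29 ºC and 1.68 to 2.03 in the libraries at 45 ºC, so the same FPKM rests on fewer reads after heat stress. Whether the libraries at 45 ºC held fewer reads cannot be read from this ratio. The FPKM values summed to a median of 612103 (range 610880 to 679693) in WT and 673727 (640517 to 698971) in *ntl3-1* at 29 ºC. At 45 ºC the sums had a median of 1210976 (1153023 to 1369236) in WT and 1242846 (1194528 to 1355865) in *ntl3-1*, and the 20 most abundant genes made up 24.0% to 28.0% of a library against 15.4% to 18.3% at 29 ºC. Over the 17004 genes above 1 FPKM in all libraries, the median log2 change with heat stress was 0.03 in WT and 0.02 in *ntl3-1*, and no further scaling was applied. Differential expression was tested with limma on log2(FPKM + 0.1), with 1 mean per group and all 12 libraries in the same model, and p-values were adjusted by the Benjamini-Hochberg method. Fold changes on this scale understate the change of genes with low FPKM, and the choice of the added constant changes how many such genes pass a fold threshold.

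OsNTL3 (LOC_Os01g15640, on chromosome 1) was measured at 18.3, 21.8 and 20.5 FPKM in the WT libraries at 29 ºC and at 57.5, 66.3 and 87.5 FPKM in those at 45 ºC. The *ntl3-1* libraries held 13.9, 10.3 and 14.1 FPKM at 29 ºC and 28.7, 28.4 and 34.1 FPKM at 45 ºC. Its transcript therefore rose with heat stress in both genotypes, with a log2FC of 1.78 (standard error 0.17, limma with Benjamini-Hochberg adjusted p = 9.77e-06) in WT and 1.26 (standard error 0.17, adjusted p = 0.000127 from the same test) in *ntl3-1*. At both temperatures every *ntl3-1* library lay below every WT library, with a log2 difference of -1.19 at 45 ºC (adjusted p = 0.00439 from limma) and of -0.67 at 29 ºC (adjusted p = 0.0663, at most 0.05 in 2 of 22 alternatives). The heat responses did not differ detectably between the genotypes (interaction -0.52, adjusted p = 0.656 from limma). FPKM counts transcripts with and without the edit alike, and the edit itself was not analysed here.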

To find out Os*NTL3*‐regulated genes during heat stress response, we compared gene expression profiles in WT and *ntl3‐1* mutant plants with or without heat stress treatment using RNA‐Sequencing (RNA‐Seq) analysis. In the WT plants, totally 4103 and 3470 genes were significantly up‐regulated (log_2_FC ≥ 1, q ≤ 0.05) and down‐regulated (log_2_FC ≤ −1, q ≤ 0.05), respectively (Figure 3a and Data S1). Among them, 771 genes were not significantly up‐regulated (log_2_FC ≥ 1, q ≤ 0.05) and 956 genes were not significantly down‐regulated (log_2_FC ≤ −1, q ≤ 0.05) in the *ntl3‐1* mutant plants (Figure 3a and Data S1). 

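With limma on the deposited FPKM and the thresholds of the paper, 4190 genes were up-regulated and 3730 were down-regulated by heat stress in WT, out of 31681 genes with an FPKM above 0 in at least 3 of the 12 libraries. In *ntl3-1*, 4082 genes were up-regulated and 3595 were down-regulated. Both thresholds count, since without the fold threshold 7684 genes rose and 7692 fell in WT at an adjusted p of at most 0.05. The constant added before taking the logarithm moved the down-regulated genes more than the up-regulated ones. With 1 FPKM in place of 0.1, the WT numbers fell from 3730 to 1742 down-regulated and from 4190 to 3098 up-regulated. Which direction held more genes in WT depended on the scaling, with 4003 up- and 4020 down-regulated after median-of-ratios rescaling. When each library was left out in turn, the number of genes up-regulated in WT stayed between 3971 and 4457 and the number down-regulated between 3403 and 3956.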

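In the deposited FPKM, 817 genes were up-regulated in WT and did not pass both thresholds in *ntl3-1*, and 1116 were down-regulated in WT only. A further 3373 genes were up-regulated and 2614 were down-regulated in both genotypes, and 709 and 981 genes were up- and down-regulated in *ntl3-1* only. Most of the 817 genes also rose in *ntl3-1*, by a smaller amount. Their median log2FC was 1.29 in WT and 0.79 in *ntl3-1*, and 752 of them had a positive log2FC in *ntl3-1*. In *ntl3-1* the log2FC was between 0.5 and 1 for 524 genes (64.1%), between 0 and 0.5 for 142 and below 0 for 63, while 88 genes reached a log2FC of 1 with an adjusted p above 0.05. For 379 of the 817 genes the heat response in *ntl3-1* had an adjusted p of at most 0.05 by itself. Across the genes with a mean above 1 FPKM, which are not independent replicates, the log2FC of WT and *ntl3-1* were correlated with r = 0.927. With a constant of 1 FPKM in place of 0.1, 536 genes were up-regulated and 461 were down-regulated in WT only. The number up-regulated in WT only was 1024 without replicate 2 of heat-stressed WT and 719 without replicate 2 of WT at 29 ºC, the highest and the lowest values when each library was left out.

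**Figure D1:**
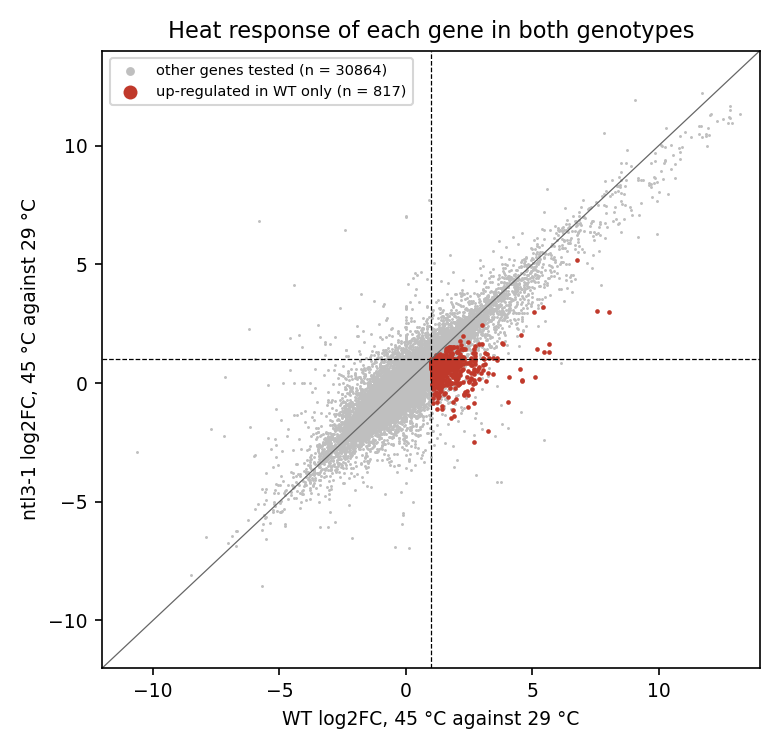
Heat response of the 31681 genes tested, as the log2FC of 45 ºC against 29 ºC in WT (horizontal axis) and in *ntl3-1* (vertical axis), with 1 point per gene. The 817 genes up-regulated in WT only (red) lie mostly just under the dashed line at a log2FC of 1 in *ntl3-1*, and the solid line marks equal responses.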

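Whether the heat response itself differed between the genotypes was tested by the interaction of genotype and temperature, which compares the log2FC of *ntl3-1* with that of WT. At an adjusted p of at most 0.05 (limma with Benjamini-Hochberg adjustment), 47 genes had a smaller log2FC in *ntl3-1* than in WT and 29 had a larger one, and 2415 genes had an unadjusted p of at most 0.05. Of the 817 genes up-regulated in WT only, 19 (2.33%) had a smaller log2FC in *ntl3-1* by this test. Genes that did not pass may still differ, so this is not the share of genes with a true difference. In simulated data the interaction was called for 81.5% of 200 genes with a log2 change of 2 in WT only. Smaller changes were not simulated. Both numbers fell when each library was left out in turn, by an amount that depended on the library. The 47 genes became 12 (without replicate 3 of *ntl3-1* at 29 ºC) to 39 (without replicate 1 of heat-stressed WT). The 19 became 6 (without replicate 2 of WT at 29 ºC) to 16. For comparison, data were simulated for the same genes with the replicate error of these libraries and an equal heat response in both genotypes. In 100 simulations, between 595 and 701 genes (median 653) were called up-regulated in WT only and at most 2 genes had an interaction. The *ntl3-1* log2FC was between 0.5 and 1 for 69.1% to 76.5% of the simulated genes up-regulated in WT only (median 73.0%), so that all 100 simulations placed a larger share of them just under the fold threshold than the 64.1% observed.

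Among the genes with an interaction, a mean of at least 5 FPKM over all libraries and no overlap between the heat responses of the genotypes, LOC_Os01g43750 on chromosome 1 had the largest negative interaction. It rose from 1.79 ± 0.70 (SD, n = 3) to 17.6 ± 5.9 FPKM in WT and fell from 0.753 ± 0.272 to 0.108 ± 0.033 FPKM in *ntl3-1*, an interaction of -5.24 on the log2 scale (standard error 0.52, adjusted p = 0.0023 from limma). LOC_Os05g08910 on chromosome 5 followed with -4.50 (standard error 0.46, adjusted p = 0.00237 from limma). It rose from 1.17 ± 0.25 to 33.2 ± 18.6 FPKM in WT and already stood at 69.1 ± 8.0 FPKM in *ntl3-1* at 29 ºC, against 73.3 ± 10.9 FPKM at 45 ºC (SD, n = 3 each).

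A smaller fold change in *ntl3-1* can come from a lower level at 45 ºC or from a higher level at 29 ºC. The 817 genes were higher in *ntl3-1* than in WT at 29 ºC by a median of 0.30 on the log2 scale, and the median difference at 45 ºC was -0.18. Choosing genes by their response in the WT libraries produces such values by itself, and the simulations gave medians of 0.20 to 0.30 (middle value 0.24) at 29 ºC and -0.26 to -0.17 (middle value -0.22) at 45 ºC. The observed median at 29 ºC lay just above all 100 simulated ones, and the one at 45 ºC lay among them. At an adjusted p of at most 0.05, 110 of the 817 genes were higher in *ntl3-1* at 29 ºC and 0 were lower, while at 45 ºC 41 were lower and 2 were higher. The simulations gave 36 to 67 higher and 0 to 6 lower genes at 29 ºC, and 22 to 49 lower and 4 to 23 higher genes at 45 ºC. Among all genes tested, with the fold threshold, 566 were higher and 64 were lower in *ntl3-1* at 29 ºC, and 278 were higher and 81 were lower at 45 ºC.

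**Figure D2:**
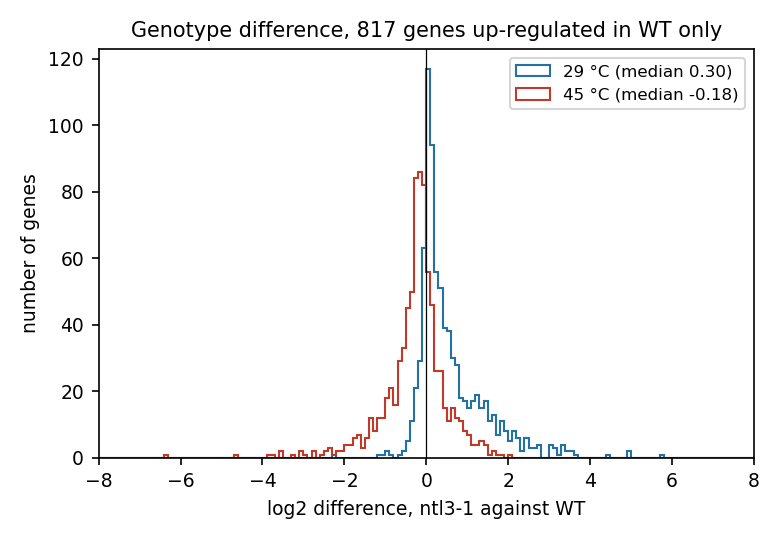
Log2 difference between *ntl3-1* and WT (horizontal axis) for the 817 genes up-regulated in WT only, as the number of genes per bin (vertical axis) at 29 ºC (blue) and at 45 ºC (red). The distribution at 29 ºC is shifted to values above 0 (median 0.30) and the one at 45 ºC to values below 0 (median -0.18).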

Because OsNTL3 is a transcriptional activator, we considered these 771 up‐regulated genes as Os*NTL3*‐dependent heat stress responsive genes.

**Figure 3:**
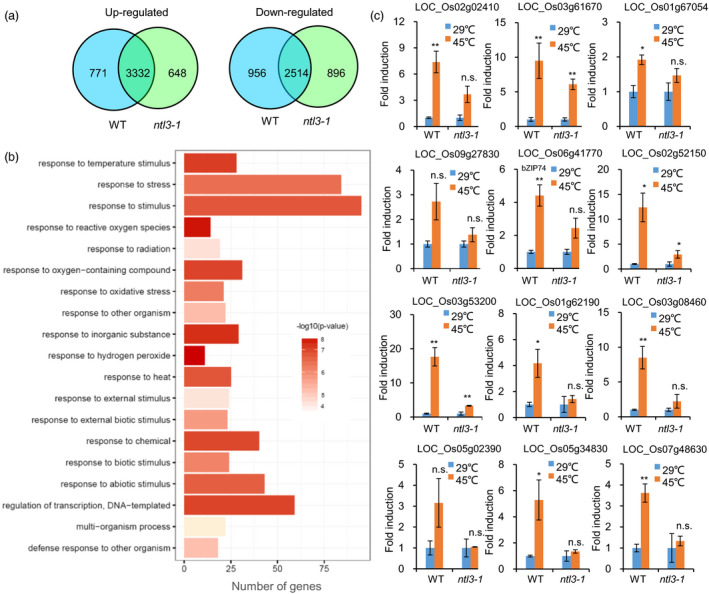
OsNTL3 regulates heat responsive genes in rice. (a) Venn diagrams showing the numbers of overlapping and non‐overlapping genes that were up‐regulated or down‐regulated in WT and *ntl3‐1* mutant plants, respectively. Eight‐day‐old rice seedlings were subjected to heat stress at 45 ºC for 3 hr, and gene expression profiles were checked by RNA‐Seq analysis. Criteria for differential expression were set as *q* ≤ 0.05, fold change (FC) ≥2 for up‐regulation or FC ≤ 0.5 for down‐regulation. (b) GO analysis of Os*NTL3*‐dependent heat up‐regulated genes. Totally, 463 Os*NTL3*‐dependent genes whose expression (FPKM) in heat‐stressed WT was more than 10 were used for GO analysis. (c) Validation of Os*NTL3*‐dependent gene expression under heat stress conditions in *ntl3‐1* mutant in rice. Eight‐day‐old WT and *ntl3‐1* rice mutant seedlings grown at 29 ºC were treated at 45 ºC for 5 h, and total RNA was extracted for qRT‐PCR. Fold induction is the expression level of Os*NTL3* in stressed plants relative to that in non‐stressed plants, both of which were normalized to that of the internal control *ACTIN*. Error bars represent SE (*n* = 3). Asterisks indicate significance levels when comparing to the control in *t*‐test. (*, *P* < 0.05; **, *P* < 0.01; n.s., not significant at *P* < 0.05).

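Of the 817 genes up-regulated in WT only, 314 had a mean above 10 FPKM in heat-stressed WT in the deposited values. This number was 517 without the fold threshold and 221 after quantile normalization, and it was 459 without replicate 2 of heat-stressed WT. GO terms were not used here. From the genes that passed the thresholds in WT and not in *ntl3-1*, and from OsNTL3 being a transcriptional activator, the paper reasons to a set of genes whose heat response depends on OsNTL3, and it looks for the processes that are over-represented among those with a mean above 10 FPKM in heat-stressed WT.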

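GO annotation was not analysed here, and the product names in Data S1 were searched instead among its 771 genes up-regulated in WT only. The words were heat shock, hsp, dnaJ, glutathione S-transferase, peroxidase, catalase and superoxide. They occurred in the descriptions of LOC_Os06g06470, LOC_Os07g07320, LOC_Os10g38600 and of the dnaJ proteins LOC_Os01g37560 and LOC_Os08g28700. These genes were chosen by their descriptions after the expression values had been seen, and the first 3 are given here with values from the deposited FPKM. LOC_Os06g06470, described as a U-box domain containing heat shock protein, rose from a mean of 14.3 to 30.6 FPKM in WT and from 11.9 to 20.6 FPKM in *ntl3-1*. The glutathione S-transferase LOC_Os07g07320 rose from 13.3 to 33.1 FPKM in WT, and in *ntl3-1* from 23.2 to 35.2 FPKM. It was higher in *ntl3-1* at 29 ºC by 0.81 on the log2 scale (limma with Benjamini-Hochberg adjusted p = 0.0199), and its level at 45 ºC did not differ detectably between the genotypes (adjusted p = 0.873). For the glutathione S-transferase LOC_Os10g38600, the means were 2.07 and 7.97 FPKM at 29 ºC and 45 ºC in WT, against 1.70 and 2.57 FPKM in *ntl3-1*. It was lower in *ntl3-1* at 45 ºC (log2 difference -1.60, adjusted p = 0.00189 from limma). The interaction of genotype and temperature had an adjusted p of 0.932 for LOC_Os06g06470, 0.372 for LOC_Os07g07320 and 0.136 for LOC_Os10g38600 in limma.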

Further Gene Ontology (GO) enrichment analysis showed that above‐mentioned 771 genes are enriched in responses to hydrogen peroxide, reactive oxygen species and temperature stimulus, et al. (Figure 3b). We checked reactive oxygen species (ROS) accumulation in WT and Os*NTL3* mutant plants subjected to heat stress. We found that more H_2_O_2_ was accumulated in *ntl3‐1* and *ntl3‐2* mutant plants than that in WT plants under heat stress conditions (Figure 1f). Higher electrolytic leakage was also found in the Os*NTL3* mutant plants than that in WT plants in response to heat stress (Figure 1g).

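In the RNA-Seq libraries, taken after 3 h of heat stress, all 12 genes selected for qRT-PCR were up-regulated in WT past both thresholds, and 10 of the 12 were in *ntl3-1*. Their log2FC ranged from 1.08 to 8.44 in WT and from -0.02 to 8.66 in *ntl3-1*. OsbZIP74 (LOC_Os06g41770, on chromosome 6) rose from 15.4 ± 0.8 (SD, n = 3) to 208 ± 33 FPKM in WT and from 18.1 ± 0.3 to 122 ± 7.0 FPKM in *ntl3-1*. Its log2FC was 3.73 in WT and 2.74 in *ntl3-1*, an interaction of -0.98 (standard error 0.15, adjusted p = 0.0351 from limma with Benjamini-Hochberg adjustment). Every heat-stressed *ntl3-1* library lay below every heat-stressed WT library, and the size of the interaction stayed between -1.12 and -0.89 across 21 alternative settings. Its adjusted p ranged from 0.00336 to 0.125 there and was at most 0.05 in 8 of them, of which 1 was among the 12 fits that each left out one library.

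The interaction was negative for 11 of the 12 genes, with a median of -0.58, and OsbZIP74 alone passed an adjusted p of 0.05, both over all genes tested and adjusted over the list alone. Because these genes were selected from the same libraries, the second count is not independent evidence. As a set, the 12 genes had smaller responses in *ntl3-1* by camera with a preset correlation between genes of 0.01 (p = 0.000308) and by fry (p = 0.0433), and not when camera estimated the correlation (p = 0.0697). BiP1 (LOC_Os02g02410) reached 970 ± 245 FPKM in heat-stressed WT and 945 ± 28 FPKM in heat-stressed *ntl3-1*, and its log2FC of 3.16 and 3.15 did not differ (interaction adjusted p = 0.999 from limma). The protein disulfide isomerase gene LOC_Os09g27830 had a log2FC of 1.99 in WT and 1.98 in *ntl3-1*. The calreticulin genes LOC_Os03g61670 and LOC_Os01g67054 had log2FC of 3.78 and 1.98 in WT and of 3.61 and 1.60 in *ntl3-1*, differences that were within the replicate error. LOC_Os02g52150, encoding a heat shock 22 kDa protein, rose from 4.45 ± 1.20 to 1571 ± 313 FPKM in WT and from 4.84 ± 0.38 to 1994 ± 98 FPKM in *ntl3-1* (SD, n = 3 each).

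The 2 genes that were not called up-regulated in *ntl3-1* were LOC_Os03g08460, encoding an AP2 domain-containing protein, and the C2H2 zinc finger gene LOC_Os05g02390. The log2FC of LOC_Os03g08460 in *ntl3-1* passed the adjusted p in 0 of 22 alternatives (limma), while its log2FC of 1.08 in WT lay close to the fold threshold and fell below 1 without replicate 2 of heat-stressed WT (0.80), without replicate 2 of WT at 29 ºC (0.98) and after quantile normalization (0.71). The log2FC of LOC_Os05g02390 in *ntl3-1* was 1.00, just short of the fold threshold before rounding, with an adjusted p of 0.0674 that was at most 0.05 in 3 of 22 alternatives (limma). LOC_Os03g08460 rose from 20.4 ± 2.8 to 44.7 ± 16.3 FPKM in WT and stood at 27.7 ± 3.8 and 28.3 ± 9.9 FPKM in *ntl3-1*, an interaction of -1.10 with an adjusted p of 0.514 (limma). LOC_Os05g02390 rose from 4.79 ± 0.45 to 23.0 ± 13.6 FPKM in WT and from 4.74 ± 1.30 to 9.71 ± 3.54 FPKM in *ntl3-1*, an interaction of -1.06 with an adjusted p of 0.758. The interactions of the other 4 genes were -0.76 for LOC_Os03g53200, -0.77 for LOC_Os01g62190, -0.63 for LOC_Os05g34830 and -0.53 for LOC_Os07g48630, with adjusted p from 0.644 to 0.859 in limma. LOC_Os07g48630 was higher in *ntl3-1* than in WT at 29 ºC, at 59.9 ± 9.0 against 35.2 ± 3.4 FPKM (log2 difference 0.76, adjusted p = 0.0367 from limma).

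**Figure D3:**
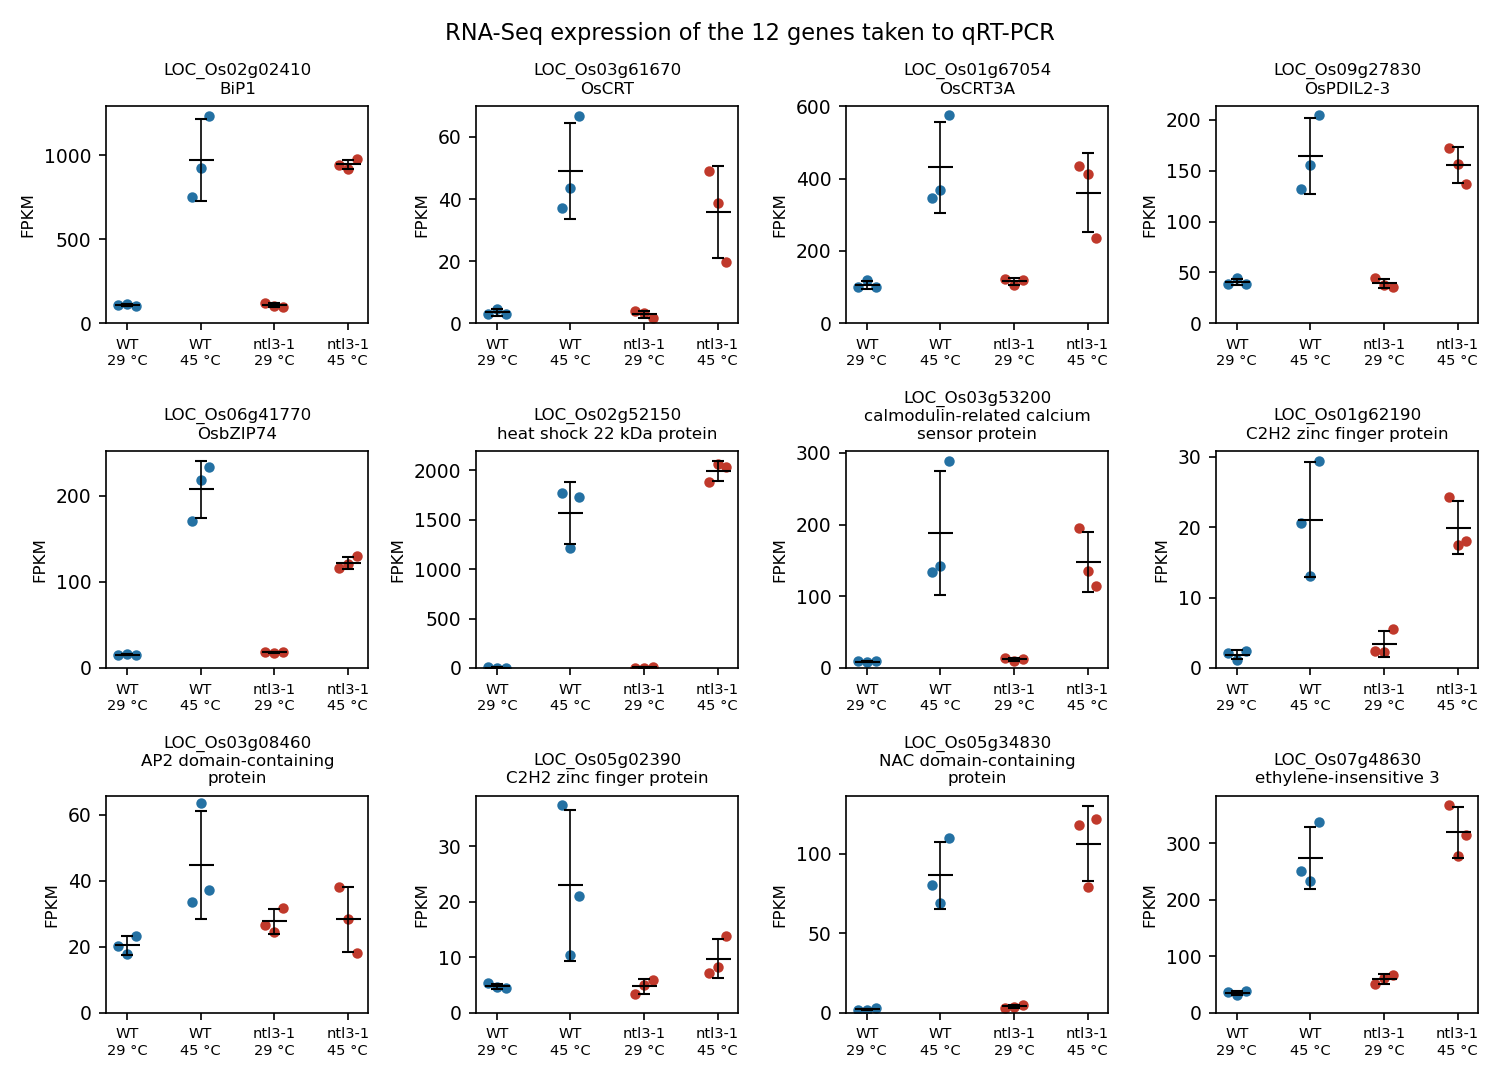
FPKM (vertical axes, starting at 0) of the 12 genes in each of the 12 RNA-Seq libraries, with WT in blue, *ntl3-1* in red, and bars for the mean and SD of 3 replicates. The 3 heat-stressed *ntl3-1* libraries lie below the 3 heat-stressed WT libraries for OsbZIP74, while BiP1 reached a mean of 970 FPKM in WT and 945 FPKM in *ntl3-1*.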

We selected 12 genes from the gene expression data set and performed qRT‐PCR. These genes, encoding LOC_Os02g02410 (ER protein chaperone BiP1), LOC_Os03g61670 (calreticulin), LOC_Os01g67054 (calreticulin), LOC_Os09g27830 (protein disulfide isomerase), LOC_Os06g41770 (OsbZIP74), LOC_Os02g52150 (heat shock 22 kDa protein), LOC_Os03g53200 (calmodulin‐related calcium sensor protein), LOC_Os01g62190 (C2H2 zinc finger protein), LOC_Os03g08460 (AP2 domain‐containing protein), LOC_Os05g02390 (C2H2 zinc finger protein), LOC_Os05g34830 (NAC domain‐containing protein) and LOC_Os07g48630 (ethylene‐insensitive 3), were up‐regulated (fold change> 2, *P* < 0.05) by heat stress in WT rice seedlings (Figure 3c). However, the fold induction rates of these genes were reduced or not significant (*P* < 0.05) in *ntl3‐1* mutant plants (Figure 3c). Thus, Os*NTL3* regulates several heat responsive genes in rice, especially those genes involved in UPR.

### OsNTL3 directly regulates the expression of Os*bZIP74* in response to heat stress

Since up‐regulation of Os*bZIP74* is affected in *ntl3‐1* mutant plants (Figure 3c), we were interested to know whether OsNTL3 directly regulates the expression of Os*bZIP74*. We linked a large promoter fragment (~1.5 kb) and several truncated segments of Os*bZIP74* to the firefly luciferase reporter (Figure 4a). In dual‐luciferase reporter assays, when the truncated form of OsNTL3 (NTL3∆C) was co‐transformed with the full‐size reporter (pbZIP74‐A) in tobacco leaves, the relative luciferase activity was higher compared with that when the empty vector control was co‐transformed (Figure 4b). In contrast, the truncated forms pbZIP74‐B and pbZIP74‐C had lower reporter activity when the NTL3∆C effector was co‐transformed (Figure 4b). Further, the relative luciferase activity was increased when pbZIP74‐D and pbZIP74‐E were co‐transformed (Figure 4b). To demonstrate the direct binding of OsNTL3 to Os*bZIP74* promoter, we purified MBP‐tagged OsNTL3 (MBP‐NTL3∆C) and carried out electrophoretic mobility shift assays (EMSAs) with the biotin‐labelled Os*bZIP74* promoter DNA (98 bp within pbZIP74‐E). When MBP‐NTL3∆C was incubated with the biotin‐labelled DNA, a band shift was observed (Figure 4c), reflecting the formation of protein‐DNA complex. Adding non‐labelled cold probes (50X or 100X) could compete the binding (Figure 4c), suggesting that the binding is quite specific. Chromatin immunoprecipitation (ChIP) experiments were also carried out with myc‐OsNTL3∆C expressing plants using anti‐myc antibody. It was found that myc‐OsNTL3∆C is enriched significantly at the promoter regions of Os*bZIP74* and other OsNTL3‐dependent genes (Figure 4d). Taken together, these results demonstrated that OsNTL3 directly binds to Os*bZIP74* promoter and regulates the expression of Os*bZIP74* in rice under heat stress conditions.

**Figure 4:**
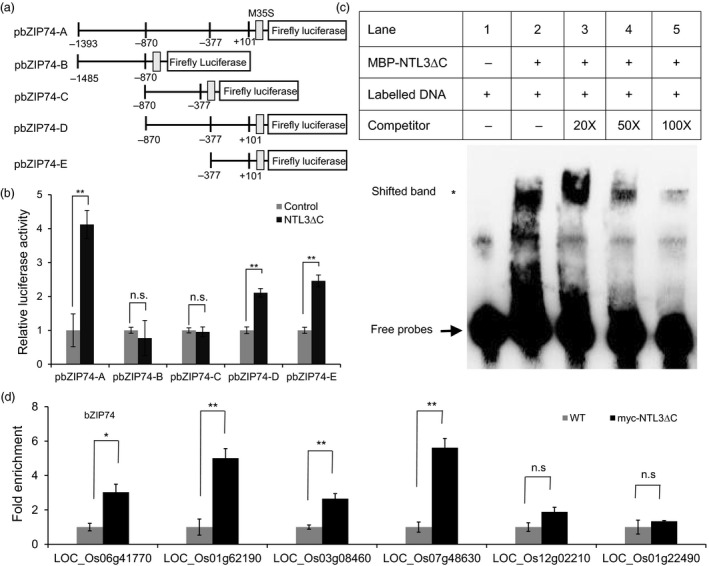
OsNTL3 directly controls the promoter activity of Os*bZIP74*. (a‐b) Activation of the Os*bZIP74* promoter by OsNTL3. Various DNA fragments of Os*bZIP74* promoter were linked to the minimal 35S promoter (M35S) and the reporter firefly luciferase (a). The position relative to the transcription start site is indicated below. (b) The processed forms of OsNTL3 (NTL3∆C) was co‐expressed with various reporters in tobacco leaves in the dual‐luciferase assays. The relative luciferase activity is the firefly luciferase activity normalized to the Renilla luciferase activity driven by the 35S constitutive promoter, which was then normalized to the empty vector control. (c) Direct binding of OsNTL3 to Os*bZIP74* promoter sequences. MBP‐tagged truncated form of OsNTL3 (MBP‐NTL3∆C) was incubated with the biotin‐labelled Os*bZIP74* promoter DNA (pbZIP74E). Different concentrations of non‐labelled cold probes were used as competitors to show the binding specificity. Star and arrow point to the positions of shifted bands and free probes, respectively. (d) Enrichment of myc‐NTL3∆C to the promoter regions of target genes. Fold enrichment is the immuno‐precipitation efficiency in the NTL3 ∆C‐myc transgenic rice plants normalized to that in the WT plants. LOC_Os12g02210 and LOC_Os01g22490 are two OsNTL3‐independent genes used as negative controls. Error bars represent SE (*n* = 3). Asterisks in c and d indicate significance levels when comparing to the control in t‐test. (*, *P* < 0.05; **, *P* < 0.01; n.s., not significant at *P* < 0.05).

### Inducible expression of Os*NTL3∆C* increases heat stress tolerance in rice

In order to know whether manipulation of Os*NTL3* could enhance heat stress tolerance in rice, we overexpressed the processed form of OsNTL3 (OsNTL3∆C) in rice (WT background) with heat inducible promoters from *BiP2* and *BiP4* and generated several transgenic rice lines. Both *BiP2* and *BiP4* are highly up‐regulated by heat stress treatment (Data S1) while transient expression experiment in tobacco leaves showed that YFP‐NTL3∆C signals were exclusively found in the nucleus (Figure S3). 

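In the deposited FPKM, *BiP2* (LOC_Os03g50250, on chromosome 3) was measured at 0.0359, 0.0315 and 0.0348 FPKM in the WT libraries at 29 ºC and at 36.6, 52.3 and 38.5 FPKM in those at 45 ºC. Its log2FC in WT was 8.29 (standard error 0.25, limma with Benjamini-Hochberg adjusted p = 3.26e-09), a size that depends on the added constant and was between 5.38 and 9.90 over the alternatives tried. In *ntl3-1* it was measured at 0.0694 and 0.0175 FPKM in 2 libraries at 29 ºC and listed at 0 in the third, against 37.9, 38.4 and 24.3 FPKM at 45 ºC. *BiP4* (LOC_Os05g35400, on chromosome 5) was listed at 0 in 2 WT libraries at 29 ºC and at 0.0451 FPKM in the third, and reached 2.85, 2.22 and 1.84 FPKM at 45 ºC. The corresponding *ntl3-1* values were 0 in 2 libraries and 0.0168 FPKM in the third at 29 ºC, and 1.46, 0.639 and 1.10 FPKM at 45 ºC. Every library at 45 ºC exceeded every library at 29 ºC for both genes, with an adjusted p for *BiP4* of 9.53e-07 in WT (limma). No fold is given for *BiP4* because most of its values at 29 ºC are 0.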

Under normal growth temperature conditions, total expression level of Os*NTL3* in the transgenic lines (OE‐1 to OE‐3) was similar to that in the WT plants, in contrast, under heat stress conditions, total expression level of Os*NTL3* was much higher in the transgenic lines (OE‐1 to OE‐3) than that in the WT plants (Figure S4), suggesting that the transgene Os*NTL3∆C* is induced under heat stress condition. The transgenic plants grew as normally as the WT at standard growth temperature (29 ºC); however, when plants were subjected to a period of high temperature (45 ºC) stress, the survival rate of the transgenic plants was much higher than that of the WT plants after recovery (Figure 5a‐b). We also checked the expression of above‐mentioned 12 genes in the WT and OsNTL3∆C overexpression plants under heat stress condition. Among them, seven genes encoding two calreticulin proteins, one protein disulfide isomerase, one calmodulin‐related calcium sensor protein, one C2H2 zinc finger protein, one NAC domain‐containing protein and OsbZIP74 were up‐regulated by heat stress with higher fold change in OsNTL3∆C overexpression plants than that in WT (Figure 5c). The other five genes probably requires other factors to be induced under heat stress conditions, and overexpression of *OsNTL3∆C* alone is not sufficient to induce them. Nevertheless, overexpression of the processed form of OsNTL3 more efficiently up‐regulates heat stress responsive genes and improves heat stress tolerance in rice seedlings.

**Figure 5:**
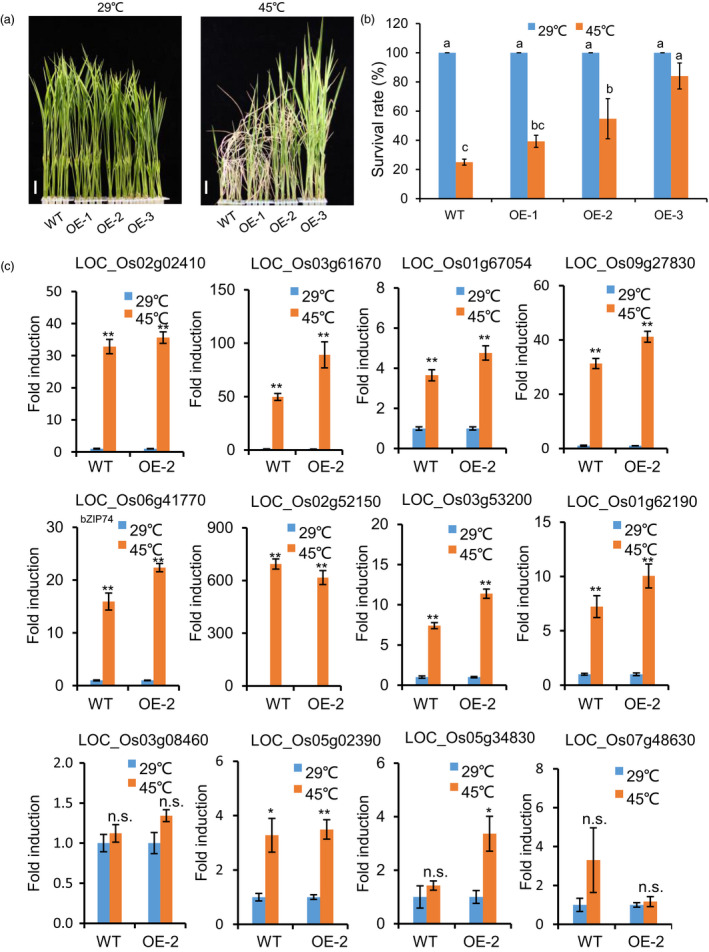
Overexpression of Os*NTL3∆C* increases heat stress tolerance in rice seedlings (a–b) Enhanced heat stress tolerance in *NTL3∆C* overexpression plants. The truncated form of NTL3 devoid of the transmembrane domain (NTL3∆C) was overexpressed with the heat inducible BiP promoters in rice. Eight‐day‐old rice seedlings grown at 29 ºC were transferred to 45 ºC for 10 days and photographed after recovering at 29 ºC for 4 days (a). Bar = 1 cm. Survival rate was count based on the appearance of newly developed green leaves (b). Totally, 84 rice plants under each temperature condition for each genotypes were examined for phenotype analysis. Different letters indicate significant differences in comparisons between two samples as determined by LSD test following ANOVA analysis (*P* < 0.05). (c) Expression of Os*NTL3*‐dependent genes under heat stress conditions in Os*NTL3∆C* overexpression (OE) plants in rice. Eight‐day‐old WT and Os*NTL3∆C* expressing plants grown at 29 ºC were treated at 45 ºC for 1 h, and total RNA was extracted for qRT‐PCR. Fold induction is the expression level of Os*NTL3* in stressed plants relative to that in non‐stressed plants, both of which were normalized to that of the internal control *ACTIN*. Error bars represent SE (*n* = 3). Asterisks indicate significance levels when comparing to the control in t‐test. (*, *P* < 0.05; **, *P* < 0.01; n.s., not significant at *P* < 0.05).

### Heat‐induced expression of Os*NTL3* is dependent on OsbZIP74 in rice

Os*NTL3* is constitutively expressed and up‐regulated by heat stress (Figure 1a). OsbZIP16, OsbZIP17 and OsbZIP74 are membrane‐associated transcription factors involved in ER stress response in rice (Liu and Howell, 2016; Lu *et al.*, 2012; Takahashi *et al.*, 2012). To further determine whether these bZIP transcription factors regulate Os*NTL3* expression under heat stress condition, we firstly linked the promoter region (~1.5 kb) of Os*NTL3* to the firefly luciferase reporter (Figure 6a). In a dual‐luciferase reporter assay system in tobacco (*Nicotiana benthamiana*) leaves, when the processed form of OsbZIP16 (bZIP16∆C) or OsbZIP17 (bZIP17∆C) was co‐transformed with the reporter, the relative luciferase activity was similar to that when the empty vector control was co‐transformed (Figure 6b). In contrast, when the activated form of OsbZIP74 (bZIP74A) was co‐transformed with the reporter, the promoter activity was significantly increased (Figure 6b). We further made three truncated versions of promoters for the reporter (Figure 6c) and performed the effector‐reporter assays. It was found that the segment C (−568 bp to −51 bp relative to TSS) had the highest relative luciferase activity (Figure 6c). These results demonstrated that OsbZIP74 is sufficient to induce the promoter activity of Os*NTL3*. We generated loss‐of‐function rice mutants of Os*bZIP16* (*bzip16*), Os*bZIP17* (*bzip17*) and Os*bZIP74* (*bzip74*) with the CRISPR‐Cas9 system in ZH11 background (Yan *et al.*, 2015) (Figure S5‐S7). The expression of Os*NTL3* was up‐regulated by heat stress in wild‐type (WT, subsp. ZH11), *bzip16* mutant as well as in *bzip17* mutant plants, in contrast, the expression of Os*NTL3* was not significantly up‐regulated in the *bzip74* mutant plants (Figure 6d). Thus, up‐regulation of Os*NTL3* by heat stress is dependent on OsbZIP74 in rice. We also checked heat stress sensitivity in the *bzip74* mutant plants. However, no significant difference was observed among WT and two *bzip74* independent mutant plants (Figure S8), suggesting that the function of OsNTL3 is not fully dependent on OsbZIP74, and OsbZIP74 has multifaceted roles in heat stress responses in rice.

**Figure 6:**
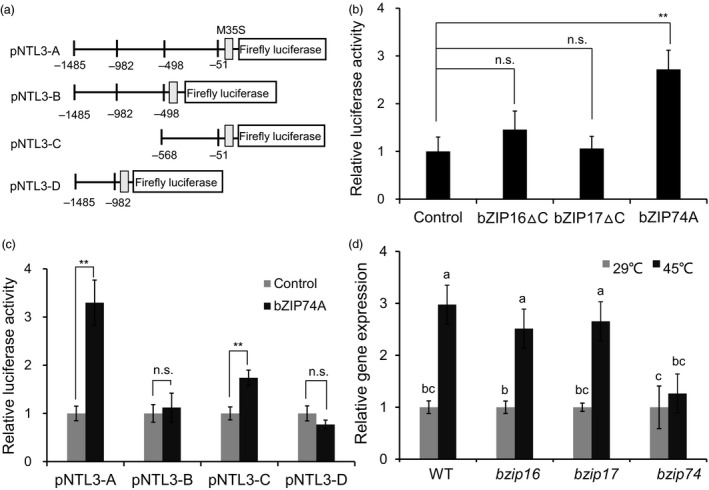
Up‐regulation of *OsNTL3* by heat stress is dependent on OsbZIP74 in rice. (a) Diagrams showing various DNA fragments of Os*NTL3* promoter linked to the minimal 35S promoter (M35S) and the reporter firefly luciferase. The position relative to the transcription start site (TSS) is indicated below. (b) Transactivation of the full‐length size promoter pNTL3‐A by OsbZIP74. The processed form of OsbZIP16 (bZIP16∆C), OsbZIP17 (bZIP17∆C) or OsbZIP74 (bZIP74A) was used as an effector in the dual‐luciferase assays. (c) Requirement of segment pNTL3‐C for the transcriptional activation. The relative luciferase activity is the firefly luciferase activity normalized to the Renilla luciferase activity driven by the 35S constitutive promoter, which was then normalized to the empty vector control. (d) OsbZIP74‐dependent up‐regulation of Os*NTL3* by heat stress. Eight‐day‐old WT and targeted‐gene‐edited mutant plants of Os*bZIP16* (*bzip16*), Os*bZIP17* (*bzip17*) and Os*bZIP74* (*bzip74*) were treated with heat stress, and Os*NTL3* expression was checked by qRT‐PCR. Relative gene expression is the expression level of Os*NTL3* in stressed plants relative to that in non‐stressed plants, both of which were normalized to that of the internal control *ACTIN*. Error bars represent SE (*n* = 3). Asterisks indicate significance levels when comparing to the control in t‐test in b–c. (*, *P* < 0.05; **, *P* < 0.01; n.s., not significant at *P* < 0.05). Different letters indicate significant differences in comparisons between two samples as determined by LSD test following ANOVA analysis (*P* < 0.05) in d. *bzip74‐1* was used in the study.

## Discussion

Drought and heat stress are two major environmental stresses that threaten the sustainable crop production worldwide (Nadeem *et al.*, 2018). It has been reported that extreme heat stress weathers have caused a very large amount of grain yield loss in many regions of the world (Ciais *et al.*, 2005; He *et al.*, 2018; Smith and Katz, 2013; Yang *et al.*, 2017). Engineering heat stress tolerant crop varieties are needed for food security in future. The transcriptional regulator DNA polymerase II subunit B3‐1 (DPB3‐1) is a positive regulator of dehydration‐responsive element‐binding protein 2A (DREB2A) in *Arabidopsis* (Sato *et al.*, 2014). Overexpression of the *Arabidopsis* DPB3‐1 in rice did not affect plant growth or yield under normal growth conditions but enhanced heat stress tolerance in rice (Sato *et al.*, 2016). Interestingly, overexpression of an *Arabidopsis* receptor‐like kinase ERECTA (ER) in rice also confers thermotolerance in the greenhouse and in field tests at multiple locations in China during several seasons without growth penalty (Shen *et al.*, 2015). Thermotolerance 1 (TT1), which encodes an α2 subunit of the 26S proteasome involved in the degradation of ubiquitinated proteins, is a major quantitative trait locus (QTL) for thermotolerance in African rice (*Oryza glaberrima*). Overexpression of OgTT1 was associated with markedly enhanced thermotolerance in rice (Li *et al.*, 2015). In the current study, we found that inducible expression of an processed form of OsNTL3 enhances heat stress tolerance in rice at seedling stage (Figure 5a‐b), providing a candidate strategy for engineering or breeding thermotolerant crops in future.

Accumulation of misfolded proteins in ER leads to the ER stress response, in which membrane‐associated transcription factors (MTFs) are involved (Liu and Howell, 2010). Although AtbZIP28 and AtbZIP60 are important for maintaining fertility under heat stress conditions in *Arabidopsis* (Zhang *et al.*, 2017), increasing heat tolerance in plants by directly manipulating the expression levels of At*bZIP28* and/or At*bZIP60* might not be practical. For example, overexpression of the activated forms of AtbZIP17, AtbZIP28, or AtbZIP60 in Arabidopsis has great inhibitory effects on plant growth and development, (Iwata *et al.*, 2008; Liu *et al.*, 2007; Liu *et al.*, 2008). Further, some of the downstream genes of AtbZIP28 or AtbZIP60 are involved in programmed cell death (Yang *et al.*, 2014b). Here in the current paper, we demonstrated that inducible expression of OsNTL3 devoid of the transmembrane domain could enhance heat stress tolerance in rice at seedling stage, with no obvious defective effects on plant overall growth (Figure 5a‐b). Therefore, OsNTL3 might be an ideal target for breeding more heat tolerant rice variety in future.

In *Arabidopsis*, two membrane‐associated NAC transcription factors are involved in UPR, with AtNAC062 promoting cell survival while AtNAC089 inducing cell death under ER stress conditions (Yang *et al.*, 2014a; Yang *et al.*, 2014b). In the current study, mutation of Os*NTL3* in rice confers heat stress sensitivity (Figure 1d‐e), suggesting that OsNTL3 has a positive effect on promoting cell survival in rice under ER stress conditions. AtNAC062/AtNTL6 is induced by cold and mediates cold‐induced pathogen responses (Seo et al., 2010); however, OsNTL3 is not induced by cold treatment but by heat stress (Figure 1a). Such difference might be explained by different growth temperature habitat of Arabidopsis and rice. Regulated intramembrane proteolysis and unconventional splicing are two major ways to activate membrane‐associated bZIP family transcription factors in plants (Liu and Howell, 2016). Although how membrane‐associated NAC transcription factors are activated in plants remains enigmatic, the processing of these membrane‐associated transcription factors have been reported (Kim *et al.*, 2007; Yang *et al.*, 2014a; Yang *et al.*, 2014b). In the current study, the processed form of OsNTL3 was detected under heat and ER stress conditions by Western blotting (Figure 2b). Relocation of OsNTL3 from plasma membrane to nucleus in response to heat and ER stresses was also observed (Figure 2a), suggesting that OsNTL3 is activated under these stress conditions. OsNTL3 has transcriptional activation activity (Figure S2) and regulates several heat stress responsive genes (Figure 3), further supporting that OsNTL3 is important for heat stress tolerance in rice. It is known that heat stress denatures proteins; therefore, heat stress is assumed to cause the accumulation of unfolded/misfolded proteins in ER, eliciting the ER stress response (UPR). Os*NTL3* is up‐regulated by ER stress (Figure 1a), and many OsNTL3‐dependent heat stress genes are involved in UPR (Figure 3c). Thus, taken together, these results demonstrated that OsNTL3 mediates ER stress response under heat stress conditions.

The activated form of OsbZIP74 were able to activate the promoter of Os*bZIP74* in an effector‐reporter assay in rice protoplasts (Hayashi *et al.*, 2012). In our studies, we found that mutation of Os*NTL3* impaired the up‐regulation of Os*bZIP74* under heat stress conditions (Figure 3c), and OsNTL3 binds to Os*bZIP74* promoter and directly regulates the promoter activity of Os*bZIP74* (Figure 4). Although the direct binding of OsbZIP74 to Os*NTL3* promoter has not yet been demonstrated, given that heat stress up‐regulates Os*NTL3* expression in an OsbZIP74‐dependent manner, and OsbZIP74 activates the promoter of Os*NTL3* in transient expression assays (Figure 6), our results suggested that OsbZIP74 and OsNTL3 form a regulatory circuit in heat stress response in rice, although both OsbZIP74 and OsNTL3 have other target genes (Figure 7).

**Figure 7:**
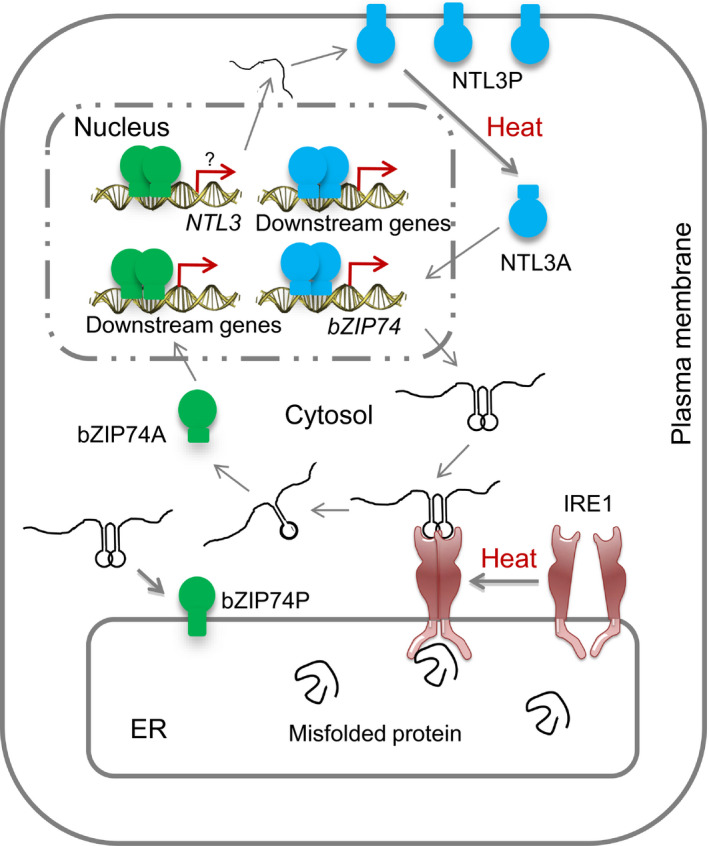
A hypothetical working model for the role of OsNTL3 in heat‐induced ER stress response in rice. Under normal growth condition, the OsbZIP74 precursor protein (bZIP74P) localizes in ER membrane while the OsNTL3 precursor protein (NTL3P) is found in plasma membrane. In response to heat stress, accumulation of misfolded proteins in ER leads to activation of the ER‐localized OsIRE1, which has both protein kinase and endonuclease domains. Twenty nucleotides in the double‐stem structure of Os*bZIP74* mRNA are spliced out and an open reading frame shift produces an activated form of OsbZIP74 (bZIP74A), which is dependent on OsIRE1. bZIP74A enters nucleus and either directly or indirectly up‐regulates Os*NTL3* and other downstream genes. Meanwhile, NTL3P is processed by an unknown mechanism, and the activated OsNTL3 (NTL3A) relocated from plasma membrane to nucleus and up‐regulates Os*bZIP74* and other downstream genes. Genetic experiments demonstrate that OsNTL3 is required for thermotolerance in rice. Thus, OsNTL3 relays heat stress signal from ER and plasma membrane to nucleus and regulates heat stress responsive genes in rice.

Membrane fluidity is largely dependent on the composition of lipid molecular species, the degree of membrane saturation and different membrane proteins inside the membranes. High temperature stress immediately affects membrane fluidity and composition in plants, and studies with modification of membrane fluidity suggest that membrane fluidity plays a central role in sensing temperature stresses (Horvath *et al.*, 1998; Hugly *et al.*, 1989; Murakami *et al.*, 2000; Orvar *et al.*, 2000). Since OsNTL3 precursor protein is constitutively observed in plasma membranes, it may sense the membrane fluidity/integrity change during heat stress response and transduce the stress signals to nucleus. Interestingly, OsbZIP74 precursor protein localizes in ER, and the activation of OsbZIP74 is dependent on an ER‐localized OsIRE1 (Lu *et al.*, 2012). The ER is not only important for protein biosynthesis, but also for the synthesis of lipids and sterols essential for membrane formations in plants. Given that the expression of Os*NTL3* is regulated by OsbZIP74 under heat stress condition, heat stress effects may also be sensed at ER membrane and relayed to OsNTL3 at plasma membrane. Therefore, OsbZIP74 and OsNTL3 are important for coordinating the functions of ER and plasma membrane under heat stress conditions in rice, through regulating downstream genes in the nucleus after activation (Figure 7).

## Experimental procedures

### Plant materials and growth conditions

All rice materials are in subspecies Nipponbare background unless mentioned in the text. Rice seeds were germinated in water at 37 ºC in darkness for 2 days. Germinated seeds were placed into 96‐well plates and grown in Kimura B nutrient solution under 20 000 lux white fluorescent light (13 h light/ 11 h dark) at 29 ºC and with 65% relative humidity. 8‐day‐old seedlings were used for various stress treatments. Rice seedlings were treated for 4 hr with specific concentration of reagents as following: 2 mm DTT, 5 μg/mL TM, 15% PEG 4000, 250 mm NaCl and 0.1 mm ABA. For heat and cold stress treatment for gene expression analysis, rice seedlings were immerged for 4 hr in water pre‐warmed or pre‐chilled to 45 ºC or 4 ºC, respectively. Roots were harvested for RNA extraction and subsequent gene expression analysis.

### Transgenic overexpression and targeted gene editing

For inducible expression of the processed form of OsNTL3, fragments of the rice *BiP2* (LOC_Os03g50250) and *BiP4* (LOC_Os05g35400) promoter sequences (1642 bp and 2232 bp upstream sequences relative to the ATG start codon, respectively) were amplified from Nipponbare genomic DNA and cloned into the plant binary vector pCAMBIA 1300 with the *EcoRI* and *KpnI* restriction cutting sites. Subsequently, the nucleotide sequences (996 bp in length) encoding the truncated OsNTL3 (LOC_Os01g15640) were amplified from Nipponbare and inserted into the vectors with *SalI* and *PstI* sites to generate the expression vectors pBiP2::OsNTL3∆C or pBiP4::OsNTL3∆C. For conditional expression of the truncated form of MYC‐tagged OsNTL3, the coding sequence of OsNTL3 was amplified with PCR and inserted into pER8 after digestion with *XhoI* and *XbaI*/*SpeI* restriction enzymes to produce the pER8::MYC‐NTL3∆C construct. For over expression of the full‐length of GFP‐tagged OsNTL3, the coding sequence of OsNTL3 and green fluorescence protein (GFP) tag were amplified with PCR and inserted into pCAMBIA1301 to produce the vector ProUbiqutin::GFP‐OsNTL3 constructs. For generation of gene‐edited plants using CRISPR/Cas9 technology, gene‐specific guide sequences (sgRNAs) were designed and the expression cassettes were cloned into pCAMBIA1300 (Feng *et al.*, 2013). Error‐free constructs were introduced into plants by agro‐bacterial mediated stable transformation. Transgenic plants expressing pBiP2::OsNTL3∆C (OE‐1) or pBiP4::OsNTL3∆C (OE‐2 and OE‐3) were used for phenotypic analysis. All the primers are listed in Table S1.

### Physiological parameter determination

For detection of H_2_O_2_, rice leaves of four‐week‐old wild‐type and mutant plants were immersed in 1 mg/mL 3, 3‐diaminobenzidine (DAB) for 10 min with vacuum applied and then for 24 hr in darkness. Subsequently, the treated leaves were decolorized in 80% ethanol and then photographed. For the electrolytic leakage assay, rice leaves were placed in 20 ml of deionized water in a beaker for 2 hr at room temperature, and the initial conductivity (E1) was recorded using a microprocessor based conductivity meter (Model 1601, ESICO). The beaker was then placed on electromagnetic oven for boiling for 10 min to release all the electrolytes into the solution, cooled to room temperature and the final conductivity (E2) was recorded. The electrolytic leakage was calculated as the ratio of conductivity before boiling to that after boiling (E1/E2).

### Effector‐reporter assays

For dual‐luciferase activity assay, fragments of Os*NTL3* promoter or Os*bZIP74* promoter were synthesized and inserted into pGreen0800‐II with the 35S minimal promoter included to generate the reporter vector. The coding sequence (1–996 bp) of Os*NTL3* was inserted into the pCAMBIA1300‐35S vector to generate the effector vector 35S::NTL3∆C. The coding sequences of the activated forms of OsbZIP16 and OsbZIP17 and the spliced form of Os*bZIP74* were inserted into the pGreenII 62‐SK vector to generate the effector vector 35S::bZIP16∆C, 35S::bZIP17∆C and 35S::bZIP74A, respectively. Error‐free constructs were transiently expressed in tobacco (*Nicotiana benthamiana*) leaves via *Agrobacterium tumefaciens* strain GV3101. The infiltrated plants were grown in a greenhouse for an additional 3 days, and the luciferase activities were measured with a dual‐luciferase reporter assay kit (Promega). All the primers are listed in Table S1.

### Protein subcellular localization analysis

For protein subcellular localization studies, the coding sequence of full‐length OsNTL3 was fused to GFP and GFP‐NTL3 was constitutively expressed in stably transformed rice plants driven by the Ubiquitin promoter. Transgenic rice grown at 29 ºC were transferred to either 45 ºC or kept at 29 ºC for 2 hr, or treated with 5 μg/ml TM and 2 mm DTT for 2 hr, and root tips were observed under a confocal microscopy (Zeiss LSM A710). YFP‐NTL3∆C was also constructed and transiently expressed in tobacco (*Nicotiana benthamiana*) leaves via *Agrobacterium‐*mediated transformation for subcellular localization. PI staining and DAPI staining were used to highlight the cell membrane and nucleus, respectively. All the primers are listed in Table S1.

### Western blotting analysis

For Western blotting analysis of the processing of GFP‐OsNTL3 in plants, total proteins were extracted with the extraction buffer (125 mm Tris‐HCl, pH 8.0, 375 mm NaCl, 2.5 mm EDTA, 1% SDS and 1% β‐mercaptoethanol) from the transgenic rice plants, and protein concentration was determined by a BCA Protein Assay Kit (Solarbio, Beijing, China). After that, proteins were separated in 10% SDS‐PAGE gels and analysed using anti‐GFP antibody. Anti‐histone H3 was used for a loading control.

### RNA‐Seq analysis

Approximately eight days after germination, rice seedlings were transferred to 45 ºC, or kept at 29 ºC. After 3 hr, seedlings were collected for each of the three replicates and immediately frozen in liquid nitrogen. Total RNA was extracted with TRIZOL (Invitrogen). The cDNA libraries were constructed following Illumina standard protocols and sequenced on the Illumina HiSeq 4000 platform (Major Bio). RNA‐seq reads were aligned to the rice reference genome (http://rice.plantbiology.msu.edu/index.shtml) using TopHat after filtering out low‐quality (lowest base score < 20) reads using SeqPrep and Sickle (Trapnell *et al.*, 2012). Gene expression level was calculated and normalized to FPKM (fragments per kilobase of transcript per million mapped reads) with RSEM (Li and Dewey, 2011). Differential gene expression was determined using the R package edgeR (Anders and Huber, 2010; Robinson *et al.*, 2010). The cut‐off for significant differential expression was set as log2 (fold change) ≥1 and false discovery rate < 0.05. The RNA‐Seq data from this article can be found in the Gene Expression Omnibus (GEO) under accession number GSE122021.

### qRT–PCR and chromatin immunoprecipitation (ChIP)‐qPCR analysis

Total RNA was extracted as described in the text using a RAN Prep Pure Plant Kit (Tiangen, Beijing, China). For reverse transcription, 2 μg of RNA and oligo (dT) primers were used to synthesize cDNA in a 20 μL reaction using the M‐MLV reverse transcriptase (Takara, Beijing, China). Quantitative RT‐PCR (q‐PCR) was performed using the SuperReal PreMix Color (Tiangen) in the CFX96 real‐time system (Bio‐Rad, Hercules, CA, USA). The gene expression levels in three biological replicates were calculated using the ∆∆Ct (threshold cycle) method. *ACTIN* was used as an internal control for normalization. ChIP was performed according to the standard protocols. Four‐week‐old WT and pXVE::myc‐NTL3△C transgenic seedlings were treated with 10 mM beta‐estrodial for 16 hr. One gram of plants was collected for ChIP assays. Protein A agarose (Millipore, Temecula, CA, USA) and myc (Abmart) were used for immunoprecipitation. About 10% of sonicated but nonimmunoprecipitated chromatin was used as an input DNA control. Precipitated DNA and input DNA were analysed by quantitative PCR. Student’s t‐test was used to evaluate the significance of differences between samples. All the primers are listed in Table S1.

### Transcriptional activation activity assay

For transcriptional activation activity assay in yeast, various truncated forms of OsNTL3 were inserted into pGBKT7 (Clontech). Plasmids were transferred to yeast strain AH109 (Clotech) according to a commercial kit (ZYMO RESEARCH) and cultured on selective plates at 30 ºC for 3–5 days. Transcriptional activation activity was evaluated based on the activation of the *HIS4* reporter. All the primers are listed in Table S1.

### Electrophoretic mobility shift assay (EMSA)

The Os*bZIP74* probe was created by annealing together the complementing oligonucleotides and biotinylated with the Biotin 3’‐end DNA Labelling Kit (Thermo Fisher Scientific, Waltham, MA, USA). MBP‐NTL3∆C proteins were expressed in *E. coli* strain BL21 and purified by amylose agarose beads. EMSA was performed using a LightShift Chemiluminescent EMSA Kit (Thermo Fisher Scientific), according to the manufacturer’s protocols. Briefly, each 20 μl binding reaction contained 2 μl binding buffer, 0.3 μl Poly (dI‐dC), 4 μg purified protein, 50 nmol biotin‐labelled probe or certain amount of unlabelled probe as the competitor. The binding reactions were allowed to incubate at room temperature for 20 min and run on a 5% non‐denaturing polyacrylamide gel. The complex was transferred to a nylon membrane (GE). After UV light cross‐linking, the DNA on the membrane was detected with the Chemiluminescent Nucleic Acid Detection Module (Thermo Fisher Scientific).

## Author contributions

X.H.L. and Y.S.L. performed the experiments; J.X.L., X.H.L and S.J.L. designed the experiments; J.X.L. and X.H.L. analysed the data; W. Y. and Z.T.Y. contributed to plant materials and constructs; X.H.L. and J.X.L. wrote the paper.

## Conflict of interest

The authors declare no conflicts of interest.

## Supporting information

**Figure S1** Characterization of mutation in OsNTL3.
**Figure S2** OsNTL3 has transcriptional activation activity.
**Figure S3** Subcellular localizations of YFP‐OsNTL3∆C.
**Figure S4** Validation of transgenic expression.
**Figure S5** Characterization of mutation in *O*s*bZIP16*.
**Figure S6** Characterization of mutation in *bZIP17*.
**Figure S7** Characterization of mutation in *O*s*bZIP74*.
**Figure S8** Loss‐of‐function of OsbZIP74 does not affect heat stress sensitivity in rice.

**Table S1** Primers used in this study.

**Data S1** Differential expressed heat stress responsive genes in rice seedlings.

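Data S1 gives, for each gene called up- or down-regulated by heat stress in WT or *ntl3-1*, the mean FPKM of each group, the logFC of 45 ºC against 29 ºC in each genotype, and the p-value and false discovery rate of each comparison. The copy used here held 1999 of 4751 rows of the up-regulated genes and 1188 of 4366 rows of the down-regulated genes, in which the genes of WT only came first with all of their 771 and 956 rows. The logFC can be computed from the listed means, since in 5967 of 6374 values it lay within 0.03 of log2((mean at 45 ºC + 0.1)/(mean at 29 ºC + 0.1)). In 76 of the 771 up-regulated rows and 64 of the 956 down-regulated rows of WT only, the *ntl3-1* logFC is entered as 0 with a p-value of 1, with listed means of up to 47.65 FPKM in heat-stressed *ntl3-1* among the up-regulated ones. Among the 771 rows, the paper's *ntl3-1* logFC is between 0.5 and 1 in 522 and its *ntl3-1* false discovery rate is at most 0.05 in 475. The listed mean in heat-stressed WT is above 10 FPKM in 341 of the 771 rows, and the mean of heat-stressed *ntl3-1* is at least that of heat-stressed WT in 242. In the deposited FPKM, the means of these groups were computed anew, and 379 of the genes up-regulated in WT only had an adjusted p of at most 0.05 in *ntl3-1* (limma with Benjamini-Hochberg adjustment).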

# Supplementary material for: A membrane‐associated NAC transcription factor OsNTL3 is involved in thermotolerance in rice
**Source:** Plant Biotechnol J. 2019 Dec 6;18(5):1317–29. doi: 10.1111/pbi.13297
**Supplement:** Supplementary file 2 — Table S1 Primers used in this study.

**Table S1. Primers Used in This Study.**

How the deposited data were processed for this re-analysis (not part of the article)

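Seedlings of WT (Nipponbare) and *ntl3-1* rice were sampled after 3 h at 29 ºC or 45 ºC, 8 days after germination, with 3 replicates in each of the 4 groups. Per the paper, the authors removed low-quality reads with SeqPrep and Sickle, aligned the rest with TopHat to the rice genome of the MSU annotation, computed FPKM with RSEM and tested differential expression with edgeR. The values used here are the FPKM as deposited by the authors, with 1 column per library and 55986 genes, and the header of the table has the form of a Cuffnorm table, a program the paper does not mention. The column sums differ between temperatures while the typical gene does not, and whether the authors scaled the values further between libraries is not known. No read counts were used here, so edgeR could not be run again, the absolute depth is unknown and no counting error was computed. What 1 read is worth in FPKM was read from the most common ratio of the lowest values between libraries, and 1 read in a library at 45 ºC was worth 1.68 to 2.03 times the FPKM of 1 read in the first WT library at 29 ºC.

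All conditions come from the sample labels together with the paper, and every one of the 12 libraries was used. Replicates of a group were correlated with r from 0.967 to 0.980 on the log2 scale, and no library was a copy of another. Genes with an FPKM above 0 in at least 3 of the 12 libraries were tested, which left 31681 genes, and 19165 genes had an FPKM of 0 in all libraries. Values were transformed to log2(FPKM + 0.1). A linear model with 1 mean per group was fitted to all 12 libraries in R 4.3.3 with limma 3.58.1, with 8 residual degrees of freedom and empirical Bayes variances that follow the mean expression. The contrasts were 45 ºC against 29 ºC in WT and in *ntl3-1*, the difference between these responses (the interaction), and *ntl3-1* against WT at each temperature. P-values are two-sided and were adjusted by the Benjamini-Hochberg method over all genes tested in each contrast. A gene was called up- or down-regulated at an adjusted p of at most 0.05 with a log2FC of at least 1 in size, the thresholds of the paper, and an interaction at an adjusted p of at most 0.05 without a fold threshold.

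The 12 genes that the paper measured by qRT-PCR were tested as a set with camera and fry from limma. They were chosen by the study from these libraries. Genes are named in the text where the paper names them by locus in connection with the RNA-Seq data or its follow-up. In addition, the 2 genes with the largest change in each direction were named for the interaction and for *ntl3-1* against WT at 29 ºC, among those past the threshold with a mean over the 12 libraries of at least 5 FPKM and no overlap between the genotypes, for the interaction in the responses of single heat-stressed libraries. The procedure was tested on simulated data. Equal heat responses were also simulated in both genotypes 100 times, to see how many genes pass the thresholds in 1 genotype only. The simulated error was independent between libraries, with 1 size per gene for all of them.

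The choices tried in place of these were constants of 1 and 0.01 FPKM, filters at 1 FPKM in at least 3 libraries or above 0 in any library, median-of-ratios rescaling, quantile normalization, a separate model for each comparison, the replicate number as a block, variances that do not follow the mean, fold changes of group means, no fold threshold, an adjusted p of at most 0.01, an interaction of at least 1 in size, and each library left out in turn. These choices, the comparisons and the rule for naming genes were set before the data were examined. Some genes outside that rule are also named, and they were chosen after the values were seen. They are the genes found by product name, LOC_Os10g16440 and LOC_Os01g04370. GO enrichment was not repeated, because no GO terms or product names for all loci were used here. Coordinates are not given because the identifiers of the gene table used here matched 0 of the named loci, and chromosomes were read from the locus names. The qRT-PCR, ChIP, imaging and survival experiments were not analysed here.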

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

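The tests of scaling, of depth, of RNA from heat-stressed seedlings, of the genes that differed at both temperatures and of the genes that were on in only 1 genotype were chosen only after the results were seen.

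The heat response differed between WT and *ntl3-1* by the interaction of genotype and temperature in 47 genes with a smaller and 29 genes with a larger log2FC in *ntl3-1* (limma with Benjamini-Hochberg adjustment), and 19 of the former were up-regulated in WT only. When the libraries of each temperature were regrouped, 3 of 100 splits, the real one included, gave as many genes with an interaction, and 3 of 100 gave as many such genes among those up-regulated in 1 group only. One of the larger splits joined the WT libraries at 29 ºC with the *ntl3-1* libraries at 45 ºC, which turns a difference between the genotypes into an interaction and gave 1570 genes. The other larger one, with 282 genes, grouped the WT libraries at 29 ºC with 1 WT library at 45 ºC. The median split gave 12 genes. In 0 of 100 simulations with equal heat responses was the number of interactions as large. The simulations argue against replicate error of equal size in all libraries as the whole cause, and unequal error was not simulated. The splits cannot decide whether the grouping is arbitrary. A split that mixes the genotypes adds their differences to the replicate spread, which favours the real grouping, or to the interaction. An effect of the edited OsNTL3 stays open, as does any other difference between the *ntl3-1* and WT seedlings, because a single mutant line was sequenced.

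Single genes with a different heat response were OsbZIP74 (LOC_Os06g41770) with an interaction of -0.98, LOC_Os01g43750 with -5.24 and LOC_Os05g08910 with -4.50 on the log2 scale. The adjusted p of OsbZIP74 was at most 0.05 in 8 of 21 alternatives (limma). For LOC_Os01g43750 and for LOC_Os05g08910 it was so in 21 of 21. In the other direction, LOC_Os08g39440 had an interaction of 2.05 (adjusted p = 0.00229 from limma) and LOC_Os02g06605 one of 2.23 (adjusted p = 0.0366). LOC_Os08g39440 rose from 13.8 to 22.2 FPKM in WT and from 16.9 to 114 FPKM in *ntl3-1*. LOC_Os02g06605 went from 3.77 to 3.22 FPKM in WT and from 5.55 to 24.0 FPKM in *ntl3-1*, and its adjusted p ranged from 0.00342 to 0.125 over 21 alternatives and passed 0.05 in 10 of them. No explanation was tested for single genes.

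As a set, the 12 genes measured by qRT-PCR had smaller heat responses in *ntl3-1* by limma's camera with a preset correlation between genes of 0.01, where the p was 0.000308. A set p as small was found in 2 of 100 splits of the libraries, the real one included. The genes were chosen by the study from these libraries under the real grouping, which favours that grouping, so neither the set test nor the splits can decide whether the grouping is arbitrary. With an estimated correlation between the genes the p was 0.0697.

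The paper does not report the genes whose RNA-Seq level differs between the genotypes at 1 temperature. At 29 ºC, 566 genes were higher and 64 were lower in *ntl3-1* than in WT, and at 45 ºC 278 were higher and 81 were lower (limma with Benjamini-Hochberg adjustment). The 566 genes became 346 without *ntl3-1* 29 ºC replicate 3, and the 64 became 30 without WT 29 ºC replicate 1. The real grouping gave the most genes among the 10 splits of the 6 libraries at 29 ºC (1 of 10) and among those at 45 ºC (1 of 10), where the next largest splits gave 10 and 24 genes. With 3 libraries against 3 this share cannot go below 0.1 and decides nothing by itself. The comparisons use separate libraries, and 134 genes were higher and 18 were lower in *ntl3-1* at both temperatures, where 4.97 and 0.164 would be if the comparisons were unrelated, which argues against an arbitrary grouping. LOC_Os10g22630 stood at 0.0409 FPKM in WT and 259 FPKM in *ntl3-1* at 29 ºC, and LOC_Os02g41961 at 0.0450 and 143 FPKM. LOC_Os10g20480 had a mean of 16.4 FPKM in WT at 29 ºC and was listed at 0 in all *ntl3-1* libraries. LOC_Os10g33886 was listed at 0 there too, with 20.0 ± 18.8 FPKM (SD, n = 3) in WT, and it passed the threshold in 11 of 22 alternatives.

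If a difference in scaling had made the differences at 29 ºC, some common factor on the *ntl3-1* libraries would remove them. Over factors from -1 to 1 on the log2 scale, at least 568 genes differed, against at most 10 in another split of the libraries. The excess of higher genes was kept by both scalings tried, with 592 higher and 66 lower after median-of-ratios rescaling and 577 and 95 after quantile normalization. A difference in depth would act on genes with few reads, and among the genes with a mean of at least 5 FPKM 279 were higher and 19 were lower at 29 ºC. RNA from heat-stressed seedlings in the *ntl3-1* libraries at 29 ºC would not raise genes above their level at 45 ºC, which excludes it for the 173 genes whose 3 *ntl3-1* libraries at 29 ºC lay above all 6 libraries at 45 ºC (chance gives 1.19% of unchanged genes). For the other 393 higher genes a library at 45 ºC reached the *ntl3-1* level at 29 ºC. To reach their levels from the WT mean at 29 ºC, these genes would need a median share of 33.3% to 46.7% of RNA from the highest library at 45 ºC in the 3 *ntl3-1* libraries. The 42 transcripts with a mean of at least 1000 FPKM at 45 ºC and at most 20 FPKM in WT at 29 ºC showed a median share of 0.00705% to 0.143% and at most 2.26%. Such RNA is therefore excluded for these genes as a set, and 360 to 373 of the 393 would need more than the highest share seen in the library. Effects of the edit and of other differences between the lines were not tested separately.

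In 12 genes every *ntl3-1* library reached at least 5 FPKM and every WT library stayed at or below 0.5 FPKM, and in 2 genes (LOC_Os10g16440 and LOC_Os10g20480) this was the other way round. This rule was chosen after the values were seen. Regrouping the libraries within temperatures gave as many such genes in 1 of 100 splits, the real one, and 0 in the next highest, which argues against replicate error. If *ntl3-1* came from another cultivar, more genes of the Nipponbare annotation might be off in *ntl3-1* than in WT. The excess was in the opposite direction (exact binomial test, two-sided, p = 0.0129). This count cannot exclude another cultivar, because its rule followed the values and whether another cultivar would mainly lose expression was not tested. A single linked genome segment would place these genes on 1 chromosome, and they lay on 6. Another cultivar and several segments that differ between the lines stay open as hypotheses. So do changes of single loci that arose in the edited line, and effects of OsNTL3 on these genes. No test here decided between them.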

How the results depend on the processing

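All tests in this part were chosen before the result was seen. Of 1451 values of named genes under the alternatives, 1384 had the direction and the side of the threshold of the reported value, 37 fell short of the threshold, 5 newly passed it and 25 changed sign. Leaving out a library accounts for 52 of these changes and other alternatives for 15. Where no cause is named below, the cause was not tested.

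With a constant of 1 FPKM in place of 0.1, which shrinks the fold changes of genes with low FPKM, 1742 genes in WT and 1715 in *ntl3-1* were down-regulated. The counts up- and down-regulated in WT only were then 536 and 461, those in *ntl3-1* only 385 and 434, and 10 genes up-regulated in WT only had an interaction. At 29 ºC 349 genes were higher and 30 lower in *ntl3-1*, and at 45 ºC 146 and 39. Testing only genes of at least 1 FPKM in at least 3 libraries, hence fewer genes, gave 682 genes down-regulated in WT only, 427 up- and 625 down-regulated in *ntl3-1* only, 17 genes with a smaller and 8 with a larger log2FC in *ntl3-1*, and 8 genes up-regulated in WT only with an interaction. With a separate model for each comparison, which leaves fewer residual degrees of freedom, 334 genes were higher in *ntl3-1* at 29 ºC, and 110 were higher and 28 lower at 45 ºC. Without the fold threshold, 7684 genes were up- and 7692 down-regulated in WT, 7511 and 7517 in *ntl3-1*, 1249 and 1729 in WT only, 1076 and 1554 in *ntl3-1* only, and 517 of those up-regulated in WT only had a mean above 10 FPKM in heat-stressed WT. The p of the 12 qRT-PCR genes as a set was 0.0697 when camera estimated their correlation.

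The replicate numbers are shared between groups, and whether they pair the libraries was checked. The pairing correlations of libraries with the same number lay between -0.0791 and 0.0747, so the numbers were not treated as pairs. With the replicate block, 18 genes had a larger log2FC in *ntl3-1*.

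Across the 12 fits that each left out one library, the genes up-regulated in WT ranged from 3971 to 4457, those down-regulated from 3403 to 3956, and in *ntl3-1* from 3813 to 4146 and from 3302 to 3675. Up-regulated in WT only were 719 to 1024, down-regulated 950 to 1336, and in *ntl3-1* only 619 to 891 and 876 to 1203. Above 10 FPKM were 274 to 459. The genes with a smaller log2FC in *ntl3-1* ranged from 12 (without *ntl3-1* 29 ºC replicate 3) to 39, those with a larger one from 9 (without WT 29 ºC replicate 1) to 22, and the genes up-regulated in WT only with an interaction from 6 (without WT 29 ºC replicate 2) to 16. All 12 gave fewer interactions, as fits with fewer libraries would, and the number lost depended on the library left out. Higher in *ntl3-1* at 29 ºC were 346 (without *ntl3-1* 29 ºC replicate 3) to 604, lower 30 (without WT 29 ºC replicate 1) to 73, and at 45 ºC 226 to 280 and 69 to 99. The p of the 12 genes as a set ranged from 4.32e-05 to 0.0216.

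None of the values that changed sign had an adjusted p of at most 0.05 (limma with Benjamini-Hochberg adjustment). The interaction of BiP2 was 0.30 with a constant of 0.01 FPKM. That of BiP1 was 0.00748 after median-of-ratios rescaling and 0.037 after quantile normalization, and that of LOC_Os09g27830 was 0.00701 and 0.062. With each library left out, the interaction ranged from -0.18 to 0.18 for BiP1, from -0.15 to 0.16 for LOC_Os09g27830, from -0.55 to 0.20 for LOC_Os03g61670 and from -0.032 to 0.074 for LOC_Os01g22490. The heat log2FC of LOC_Os03g08460 in *ntl3-1* was 0.032 from group means, and ranged from -0.27 (without *ntl3-1* 45 ºC replicate 1) to 0.26 (without *ntl3-1* 45 ºC replicate 3).

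The share of higher genes among those called moved by less than 10 points under either scaling, from 89.8% to 90.0% and 85.9% for *ntl3-1* against WT at 29 ºC and from 77.4% to 78.8% and 72.5% at 45 ºC. The genes up- and down-regulated by heat stress in WT were 4003 and 4020 after median-of-ratios rescaling and 3779 and 4217 after quantile normalization, which reverses the excess of up-regulated genes. In *ntl3-1* they were 3922 and 3771, and 3738 and 3949, a reversal after quantile normalization. Because 1 read is worth more FPKM at 45 ºC, genes with low FPKM rest on fewer reads there.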

Differences from the paper's values

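The heat log2FC of LOC_Os03g08460 in *ntl3-1* was -0.023 (standard error 0.28), against the paper's value of 0.05 in Data S1. The values differ in sign, but the gap lies within this error. Among the alternatives set before the deposited values were examined, the log2FC of group means was 0.032. Most values in Data S1 can be computed from group means. The sign was also the paper's without *ntl3-1* 29 ºC replicate 3 (0.08) and without *ntl3-1* 45 ºC replicate 3 (0.26). The other alternatives gave values below 0.

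Of the genes up-regulated in WT only, 314 had a mean above 10 FPKM in heat-stressed WT, against the paper's 463. The paper's own Data S1 lists 341 such genes among its 771. Of the settings tried, the number came closest to the paper's without WT 45 ºC replicate 2 (459) and exceeded it without the fold threshold (517).

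The paper states that, in the mutant, the heat induction of the genes it measured by qRT-PCR was reduced or not significant. That treatment was longer than the one of the RNA-Seq libraries, and the qRT-PCR values were normalized to *ACTIN*. The paper's methods for gene expression analysis name heating in warm water and RNA from roots, whereas seedlings were collected for RNA-Seq. Whether roots were used for these genes is not stated in the figure legend, so the comparison is not between like samples with certainty. In the RNA-Seq libraries LOC_Os02g52150 had a log2FC of 8.44 in WT and 8.66 in *ntl3-1*, BiP1 one of 3.16 and 3.15, and LOC_Os09g27830 one of 1.99 and 1.98. In 0 of 21 alternatives did the interaction of any of these genes have an adjusted p of at most 0.05 (limma). Of all 12 genes measured by qRT-PCR, 11 had a negative interaction, with a median of -0.58 over the 12. OsbZIP74 alone among them had an interaction with an adjusted p of at most 0.05 (limma).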

Other observations

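The test of a fixed share of reads in the first *ntl3-1* library at 29 ºC was chosen only after the result was seen, and the other tests in this part were chosen before.

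Under equal heat responses in both genotypes, simulations gave 595 to 701 genes up-regulated and 874 to 991 down-regulated in WT only, and in 0 of 100 was either number as large as the observed 817 and 1116. Replicate error around the fold threshold may therefore account for a large part of these lists. Whether it accounts for all of them stays open, because each simulated gene had the same error in all 12 libraries. The median log2 difference between 2 replicates was 0.124 to 0.157 at 29 ºC and 0.167 to 0.278 at 45 ºC. Without replicate 3 of heat-stressed WT, 742 genes were up-regulated in WT only and 891 in *ntl3-1* only. The genes up- and down-regulated in *ntl3-1* only, 709 and 981, lay within the simulated ranges of 624 to 725 and 866 to 1012, with a number as large in 6 of 100 simulations for each. Regrouping the libraries within temperatures gave as many genes up-regulated in 1 group only (1526 with the real grouping) in 25 of 100 splits, as many down-regulated (2097) in 27, and as many above 10 FPKM (502) in 61. A difference between the genotypes at 1 temperature also raises these numbers in other splits, so the splits and the simulations answer different questions.

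The genes up-regulated in WT only were higher in *ntl3-1* at 29 ºC by a median of 0.304, and 0 of 100 simulations gave a median as high. At 45 ºC the median was -0.184 and 96 of 100 simulations gave one as low, so the lower level at 45 ºC may come from choosing genes by their response in the WT libraries alone.

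For the heat response itself, the real grouping gave the most genes among the 10 splits of the 6 WT libraries (1 of 10, with 7920 genes against at most 5) and of the 6 *ntl3-1* libraries (1 of 10, with 7677 against at most 6), which is the smallest share that 10 splits allow.

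In the first *ntl3-1* library at 29 ºC, 41 of 41 genes with at least 1000 FPKM at 45 ºC and at most 20 FPKM in the other libraries at 29 ºC were higher than the mean of those libraries, by a median of 0.109% of their level at 45 ºC. LOC_Os01g04370 had 62.3 FPKM there and 4.76 to 13.5 FPKM in the others. A fixed share of reads from libraries at 45 ºC would give each gene the same share. The 75th percentile was 3.79 times the 25th over the 41 genes, 2.81 times over 20 genes with less noise and 1.63 times over 11 genes with the least, so reads from libraries at 45 ºC and a response of these seedlings cannot be told apart.

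Of the other genes the paper names, OsbZIP16 (LOC_Os07g44950) had a heat log2FC of 4.34 in WT and 3.90 in *ntl3-1*, and OsbZIP17 (LOC_Os05g34050) one of 2.55 and 2.32. The negative controls of the ChIP assay differed, with a log2FC of 4.31 in WT and 3.63 in *ntl3-1* for LOC_Os12g02210 and of -0.42 and -0.40 for LOC_Os01g22490.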
